# Conditional deletion of *Ahr* alters gene expression profiles in hematopoietic stem cells

**DOI:** 10.1371/journal.pone.0206407

**Published:** 2018-11-02

**Authors:** John A. Bennett, Kameshwar P. Singh, Stephen L. Welle, Lisbeth A. Boule, B. Paige Lawrence, Thomas A. Gasiewicz

## Abstract

The aryl hydrocarbon receptor (AHR) is a ligand activated bHLH transcription factor that belongs to the Per-Arnt-Sim (PAS) superfamily of proteins involved in mediating responses to cellular environment regulating normal physiological and developmental pathways. The AHR binds a broad range of naturally derived and synthetic compounds, and plays a major role in mediating effects of certain environmental chemicals. Although our understanding of the physiological roles of the AHR in the immune system is evolving, there is little known about its role in hematopoiesis and hematopoietic diseases. Prior studies demonstrated that AHR null (AHR-KO) mice have impaired hematopoietic stem cell (HSC) function; they develop myeloproliferative changes in peripheral blood cells, and alterations in hematopoietic stem and progenitor cell populations in the bone marrow. We hypothesized mice lacking AHR expression only within hematopoietic cells (AHR^Vav1^ mice) would develop similar changes. However, we did not observe a complete phenocopy of AHR-KO and AHR^Vav1^ animals at 2 or 18 months of age. To illuminate the signaling mechanisms underlying the alterations in hematopoiesis observed in these mice, we sorted a population of cells highly enriched for HSC function (LSK cells: CD34-CD48-CD150+) and performed microarray analyses. Ingenuity Pathway and Gene Set Enrichment Analyses revealed that that loss of AHR within HSCs alters several gene and signaling networks important for HSC function. Differences in gene expression networks among HSCs from AHR-KO and AHR^Vav1^ mice suggest that AHR in bone marrow stromal cells also contributes to HSC function. In addition, numerous studies have suggested a role for AHR in both regulation of hematopoietic cells, and in the development of blood diseases. More work is needed to define what these signals are, and how they act upon HSCs.

## Introduction

All mature lineages of blood cells are generated from hematopoietic stem cells (HSCs), which reside primarily in bone marrow (BM) of adult mice and humans. One of the most important aspects of HSC biology is the precise regulation of their proliferation, differentiation, and self-renewal. This balance can be shifted due to genetic mutations, environmental exposures to toxicants, and age [1–5]. For example, exposure to environmental toxicants which activate the aryl hydrocarbon receptor (AHR) have been linked to blood diseases in humans.

The aryl hydrocarbon receptor (AHR) is an environment sensing transcriptional regulator that is expressed in hematopoietic and non-hematopoietic cells. While the normal, physiological role of AHR is not fully understood, it regulates aspects of HSC function, immune system development, and hematopoietic diseases [3, 6–11]. Several proposed physiological functions of AHR in non-hematopoietic tissues have been suggested from studies using AHR-null-allele (AHR-KO) mouse models [9, 12, 13]. We have summarized these previous data in Table 1. While these models have generated much information on possible roles of the receptor in a variety of tissues and cell types, few studies have sought to describe the role of AHR as an intrinsic regulator of BM stem cell functions. Hematopoietic cells, including HSCs, exist in the BM in close proximity to a variety of other cell types. Multiple studies that have described the role of these non-hematopoietic cells in the regulation of HSC function have led to the development of models that describe a hematopoietic “niche”, the cells of which can have significant regulatory effects on HSCs and greatly alter their function and output [14–19].

**Table 1:** Summary of phenotypes observed in global AHR-KO mice.

Phenotypes Observed in Global AHR-KO mice
Increased numbers of peripheral white blood cells
Alterations in white blood cell subsets
Elevated HSC oxidative stress elevated
HSC DNA damage increased
HSC p16 expression decreased
Spleen weight increased
Decreased HSC self-renewal during serial transplants
672 genes altered compared to WT using microarray

In order to better understand the role of AHR signaling intrinsic to HSCs, we used a conditional knockout (AHR^Vav1^) model that utilizes a Cre-loxP system to target loss of AHR expression to the hematopoietic system [20, 21]. Targeted deletion of AHR allows for better discrimination of genes that are regulated intrinsically, and avoids the potential confounding effects in global knockout because all cells, including BM stromal cells, lack AHR expression. Here we report the characterization of the morphology and hematopoietic phenotype of AHR^Vav1^ mice, as well as the gene expression profiles of long-term HSC (LT-HSC) from these mice at 8 weeks or 18 months of age. LT-HSCs are the most primitive multipotent BM stem cell, and are responsible for long term multi-lineage cell generation. These data provide insight into the genes that AHR may intrinsically regulate within HSCs, and guide new approaches to elucidate how modulation or loss of AHR signaling can lead to diseases or dysfunction of the hematopoietic system.

## Materials and methods

### Mice

Breeding pairs of B6.Cg-Tg A2Kio/J (Vav1-Cre) and *AHR*^*tm3*.*1Bra*^/J (AHR-KO) mice were obtained from Jackson Laboratories (Bar Harbor, Maine). Initial breeding stocks for Ahr^fx/fx^mice were provided by Dr. Christopher Bradfield (University of Wisconsin) [20]. All mice were maintained in micro-isolator housing according to approved protocols at the University of Rochester. Males expressing Vav1-Cre were crossed with females homozygous for the floxed *Ahr* allele. This breeding scheme produced males heterozygous for both transgenes, which were then crossed with female *Ahr*^*f*x/fx^ mice, to produce female *Vav1-cre*^+/-^*Ahr*^fx/fx^ (AHR^Vav1^) mice. These female mice were used in the experiments presented. Female *Ahr*^fx/fx^ (AHR^FX^) mice were used as experimental controls. The CD45.1^+^ (B6.SJL-Ptprc<a>/BoAiTac) mice used in the repopulation experiments were purchased from Taconic Farms (Rensselaer, New York).

### Ethics statement

Animals were used at 2 or 18 months of age. All handling and experimental procedures were carried out in accordance with University of Rochester approved protocols. Our study was approved by both the University Committee on Animal Resources (UCAR) as well as the Institutional Biosafety Committee (IBC). Mice are housed in cages with air-handling systems designed to reduce ammonia build-up. Food and water are changed frequently by dedicated animal care technicians and were provided ab libitum for all studies described here. Mice receive nesting materials and red plastic houses to minimize distress and to encourage natural behaviors such as nesting and familial socialization. Prior to experiments, all mice were sacrificed using CO_2_ asphyxiation and cervical dislocation to ensure death and absence of pain due to tissue harvests. Mice are monitored daily by dedicated vivarium staff for health and well-being. These checks monitor appearance, behavior and food and water levels to ensure the health and comfort of all experimental animals.

### Cell isolation and detection of Ahr excision by PCR

Cells were isolated from the bone marrow, spleen, lymph nodes, and lung as previously described [11, 22, 23]. After hypotonic lysis to remove erythrocytes, single cell suspensions were prepared. CD45^negative^ (non-hematopoietic cells) were isolated from the lung. To do so, 1% low melting point agarose was inserted into the lung via the trachea, and the tissue was then digested with dispase. CD45^negative^ cells were isolated from the resulting cell suspension using a magnetic enrichment beads conjugated to an anti-mouse CD45 antibody (Miltenyi Biotec, Auburn, CA). Genomic DNA was isolated from cell suspensions using a QIAamp DNA Mini Kit (QIAGEN), and PCR to detect the excised *Ahr* allele was performed as previously described [20, 23, 24].

### Western Blotting for AHR protein in hematopoietic tissues

Cells from AHR^Vav1^ tissues were washed twice with PBS, and lysed (Reporter Lysis Buffer, Promega, Madison, WI). Lysates were stored at −80°C. Lysate proteins were separated by SDS-polyacrylamide gel electrophoresis (PAGE) (8% acrylamide resolving gel) and transferred to a polyvinylidene fluoride (PVDF) membrane, which was blocked using 5% nonfat milk in wash buffer (50mM Tris base, 150mM NaCl, and 0.2% Tween 20, pH 7.5). Antibodies used were anti-AHR (rabbit polyclonal, Enzo Life Sciences, Farmingdale NY) and anti-β-actin (rabbit polyclonal, Sigma, St Louis, MO). Horseradish peroxidase-conjugated secondary antibodies were purchased from Jackson Immunoresearch (West Grove, PA). Proteins were visualized by chemiluminescence using LumiGlo reagents (KPL, Gaithersburg, MD).

### Tissue and cell collection and hematological profiles

Mice were euthanized with CO_2_ and peripheral blood was collected from the retroorbital plexus vein into BD microtainer tubes containing EDTA (Beckton Dickinson and Company). Hematological profiles were analyzed using a HESKA Hematology Analyzer (HESKA Corporation, Colorado). Organs were harvested to collect wet weights. BM cells from both femurs of each mouse were harvested as previously described [6]. The number of cells obtained was determined using a hemocytometer.

### Bone marrow cell phenotyping

A single cell suspension of BM cells was prepared and stained with a cocktail of fluorochrome-conjugated antibodies against lineage markers defining more mature hematopoietic cells as previously described [6]. Lineage depleted cell suspensions from BM were stained with fluorochrome-conjugated antibodies to detect the following populations of cells: long-term repopulating HSCs (LT-HSCs) (Lin^−^CD34^-^Flt3^-^Sca-1^high^cKit^+^), short-term HSCs (ST-HSCs) (Lin-CD34^+^Flt3^-^Sca-1^high^cKit^+^), MPP (Lin^-^Sca-1^+^cKit^high^Flt3^+^), common lymphoid progenitors (CLP) (Lin-IL7Rα^+^Sca-1^low^cKit^+^), common myeloid progenitors (CMP) (Lin^−^CD34^+^FcR^low^IL7Rα^−^Sca-1^−^cKit^+^), granulocyte macrophage progenitors (GMP) (Lin^−^CD34^+^FcR^high^IL7Rα^−^Sca-1^−^cKit^+^), and megakaryocyte erythroid progenitors (MEP) (Lin^−^CD34^−^FcR^low^IL7Rα^−^Sca-1^−^cKit^+^). The antibody clones used to analyze BM cells were CD34 (RAM34), Sca-1 (E13-161.7), cKit (2B8), IL7R (A7R34), and FcR (2.4G2) (BD Pharmingen). Spleen cells were analyzed using fluorochrome-conjugated antibodies against CD4 (H129.19), CD8 (53–6.7), B220 (RA3-6B2), Gr-1(RB6-8C5), and Mac-1(M1/70) (BD Pharmingen). Bone marrow cells (Lin-) were also stained with CD48 (FITC clone Hm48-1; BD Pharmingen) and CD150 (APC Clone 459911; R&D Systems) to identify LT-HSCs for cell sorting. When indicated, cells were also stained with 10 μM 2’7’-dichlorofluorescein diacetate (DCFDA) (Abcam) to measure cellular oxidative status [7]. All flow cytometry was performed on a Becton Dickenson LSRII flow cytometer maintained by the University of Rochester Flow Cytometry Core. Flow data were analyzed using Flowjo software (Treestar, California).

### Spleen colony forming unit assay

Recipient C57/Bl6 mice were sub-lethally irradiated (9.0 Gy) using a ^137^Cs gamma-ray source and after 4 h these mice were tail-vein injected with 50,000 total BM cells from donor AHR^FX^ or AHR^Vav1^ (prepared as described above) suspended in PBS. The recipient mice were euthanized after 8 or 12 days. Spleens were collected and fixed in Telleyesniczky’s solution. The nodular colonies formed on the spleens were counted macroscopically [2].

### Serial Bone marrow transplant assay

Bone marrow cells from recipient (CD45.1^+^) and donor AHR^Vav1^ or AHR^FX^ (CD45.2^+^) mice were prepared as described earlier [7]. Cells isolated from AHR^Vav1^ or AHR^FX^ (1 x 10^6^) and CD45.1^+^ (1 x 10^6^) mice were injected together (in 100 μl PBS) into the tail vein of irradiated (550 + 550 rads, 4 h apart) CD45.1^+^ recipients. After 20 weeks, BM cells from recipient animals were harvested and injected (2 x 10^6^ cells) into irradiated CD45.1^+^ secondary recipient mice. Similarly, BM cells isolated from secondary recipients and injected into tertiary recipients. Bone marrow cells were isolated from primary, secondary, and tertiary CD45.1^+^ recipients were analyzed for cells of donor (CD45.2^+^) and recipient (CD45.1^+^) origins. Bone marrow engraftment was analyzed at 20 weeks after each BM transplantation.

### Sorting and microarray analysis of Lin-CD48-CD150+ (SLAM+) cells

BM cells from femurs and tibias were harvested from each animal (6 to 8 mice) separately and depleted for lineage positive cells as previously described [6]. The Lin- cells were stained with fluorochrome-conjugated antibodies against Sca-1 (V450 Clone D7; BD Pharmingen), cKit (PeCy7 Clone 2B8; BD Pharmingen), CD34 (AF700 Clone Ram34; eBiosciences), CD48 (FITC Clone Hm48-1; BD Pharmingen), and CD150 (APC Clone 459911; R&D Systems). HSC were obtained by fluorescence-activated cell sorting lineage depleted BM cells [7]. Cells were sorted into RLT+ buffer (Qiagen) and placed at -80°C. Total RNA was isolated from sorted LT-HSCs using an RNeasy Mini Kit (Qiagen). RNA was pre-amplified and cDNA was produced using a WT-Ovation PicoSL kit (Nugen). Each animal was ultimately prepared as a cDNA library for analysis using a distinct microarray chip. Microarray analysis was performed using Genechip Mouse Gene 2.0 ST Array (Affymetrix) by the UR Genomics Research Center. The IterPLIER algorithm was used to generate background-subtracted, quantile-normalized signals from the microarray data. Transcripts with a mean difference in expression of at least 1.5-fold and P<0.05 were examined for network/pathway associations by Ingenuity Pathway Analysis. Physiological functions were ascribed to the altered set of genes. Microarray data were also analyzed using Gene Set Enrichment Analysis (GSEA) as previously described [7]. The microarray data can be accessed through the Gene Expression Omnibus accession number GSE76276.

### Reverse transcription (RT)-qPCR

LT-HSCs (SLAM+) were sorted as described above, and total RNA was extracted using an RNeasy Mini Kit (Qiagen). cDNA was prepared as described above and 10 ng of cDNA was used in qPCR reactions via a Bio-Rad CFX96 Real Time Thermal Cycler (Bio-Rad, Hercules, California), using primer/probe assays (Applied Biosystems). Expression of mRNA for each gene was normalized using the expression of *Hprt* and *Gapdh*. Gene expression was compared using the 2^-ΔΔT^ method [25]. Differences were considered significant when relative mRNA expression was 1.5-fold higher or lower than indicated controls with a p-value of less than 0.05.

### Statistics

For analyses of two groups, the Student’s t-test was used. For comparisons of two or more groups, a two-way ANOVA was used. For microarray data, The IterPLIER algorithm was used to generate background-subtracted, quantile-normalized signals from the microarray data and analyses were adjusted to account for multiple comparisons. Ingenuity Pathways Analysis (IPA) uses a proprietary platform knowledge base and Fischer’s Exact Test to determine if pathways and subsets of genes are altered.

## Results

### Validation of conditional deletion of *Ahr* gene in hematopoietic cells

To verify that targeted excision is occurring, we isolated genomic DNA from spleen, liver, kidney, thymus and BM from AHR^FX^ and AHR^Vav1^ animals. PCR analyses revealed that hematopoietic tissues from AHR^Vav1^ mice display excision of *Ahr* (Fig 1A). The tissues analyzed included the hematopoietic-derived cell enriched tissues BM, spleen, thymus. We determined that CD45 non-hematopoietic cells only display the unexcised allele. Western blotting confirmed that hematopoietic tissues from AHR^Vav1^ mice have greatly reduced or undetectable AHR protein (Fig 1B). As an additional demonstration of functional loss of AHR, we treated isolated BM cells with the potent AHR agonist TCDD, and measured the expression level of the TCDD:AHR gene target *Scinderin* [3] by RT-qPCR. Relative to isolated Lin- BM cells from TCDD treated with control, *Scinderin* expression is 5-fold higher in Lin- BM cells from AHR^FX^ mice exposed to TCDD ex vivo (Fig 1C). In contrast, Lin- BM cells from AHR^Vav1^ mice failed to respond to TCDD, which further supports that functional deletion of AHR protein was achieved (Fig 1C). Some reports have suggested that *Ahr* excision is possible in non-hematopoietic tissues due to endothelial expression of Vav1-cre [26], but we did not observe this in our PCR screens. Combined with our confirmation that AHR protein levels are reduced in hematopoietic tissues in AHR^Vav1^ mice, and that they do not respond to TCDD, AHR^Vav1^ mice are a useful model for studying the hematopoietic role of AhR. Our data shows that we have deleted AhR within hematopoietic cells, and not other tissues.

**Fig 1:**
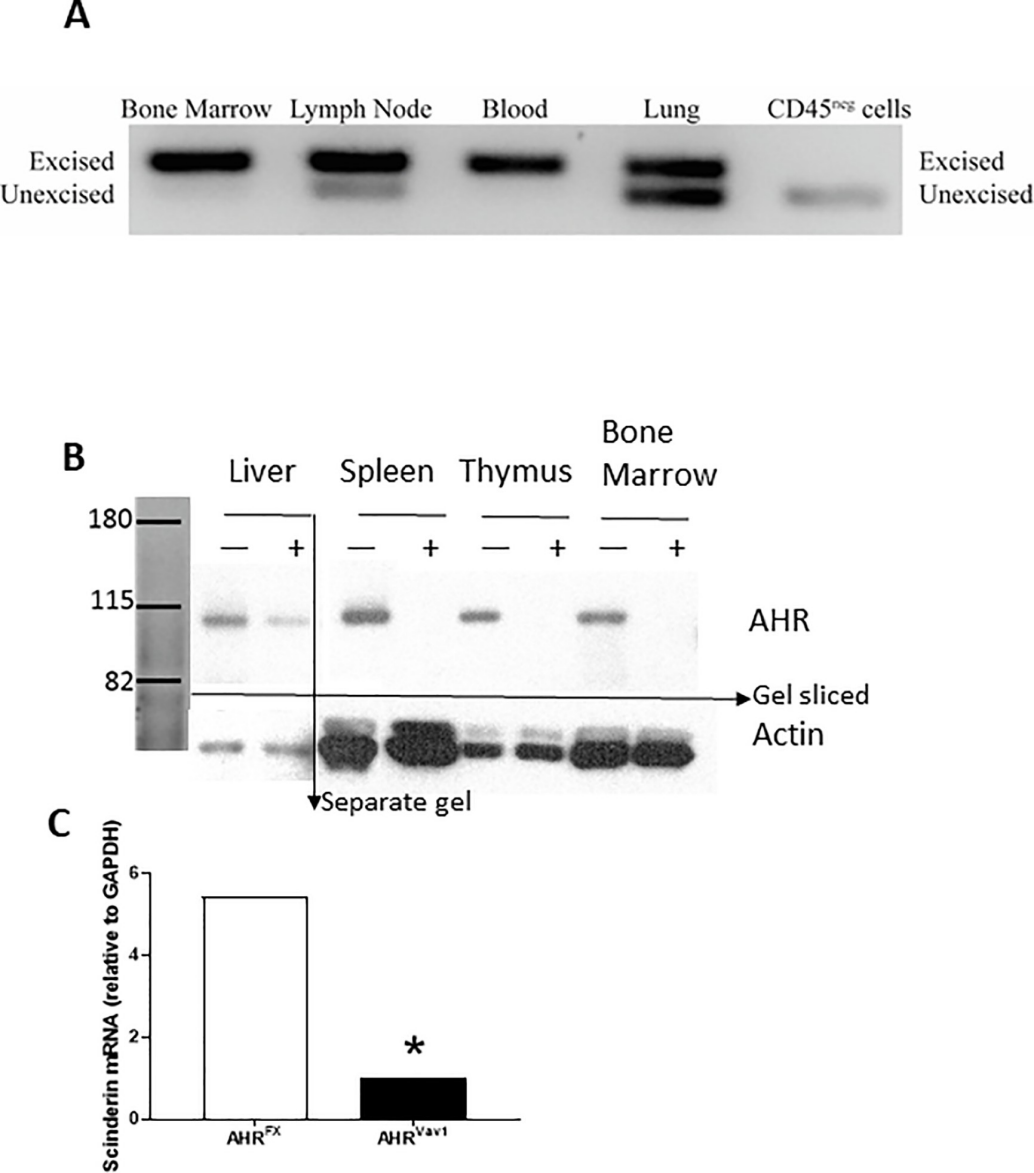
Genotyping and gene induction in 8 week old AHR^Vav1^ mice. (A) Excised *Ahr* is detectable in hematopoietic tissues of AHR^Vav1^ animals. Tissues from AHR^Vav1^ and AHR^FX^ mice were isolated as described and DNA was extracted for PCR analysis using a three primer reaction that amplifies either 180 bp fragments (excised allele) or 140 bp (unexcised allele) fragments. (B) AHR^Vav1^ animals have reduced levels of AHR protein in hematopoietic cells. Various tissues (liver, spleen, thymus, and total bone marrow) were analyzed by western blot to detect AHR (~90kD). AHR^FX^ mice (+) express the receptor in all tissues. AHR^Vav1^ (-) mice display reductions or lack of AHR in the tissues examined. Hepatoma cells were used as a positive control as they express large amounts of AHR.(C) Lineage negative cells from AHR^Vav1^ mice fail to upregulate Scinderin mRNA after 6h exposure to 10nM TCDD. Data expressed relative to DMSO vehicle, using HPRT as an endogenous control gene for normalization. N = 4 mice per treatment group. Relative fold change in expression was calculated using the 2^ΔΔCt^ method.

Flanking *Ahr* with loxp sites and/or the expression of the *Cre* transgene could potentially have unintended off-target effects. AHR^Vav1^ animals were healthy and did not display any gross alterations to non-hematopoietic organs (S1 Fig). No difference was observed in total body mass, indicating that the mice grow at the same rate as controls. Heart, lung, thymus, kidney, liver and spleen mass were unaltered in AHR^Vav1^ mice relative to age-matched AHR^FX^ controls. Together these data indicate that neither deletion of the *Ahr* gene in hematopoietic tissues nor expression of the *Cre* transgene is sufficient to induce observable gross changes in non-hematopoietic organs.

Alterations to peripheral blood cells can be reflective of defects in HSC function. AHR-KO mice display alterations to peripheral blood composition at 2- and 24-months [6, 7]. To determine if lack of AHR in hematopoietic cells is sufficient to produce similar alterations in peripheral blood, we examined complete blood counts and hematological parameters in 2- and 18-month old AHR^Vav1^ mice compared to age-matched AHR^FX^ mice. Young AHR^Vav1^ mice displayed no alterations to the total white blood cell count or in the percentage of lymphocytes, monocyte or granulocyte in peripheral blood (Fig 2A and 2C). However, as these mice age, there was significant decrease in total white blood cell (WBC) number. In addition, there was significant increase in monocytes and granulocytes, but a decrease in lymphocytes in older AHR^Vav1^ mice (Fig 2B and 2D).However, spleens from 8-week old AHR^Vav1^ mice did not display alterations in cellularity compared to AHR^FX^ controls, nor were there significant differences in the percentage or number of T-cells, B-cells, myeloid cells and erythroid cells (S2 Fig).

**Fig 2:**
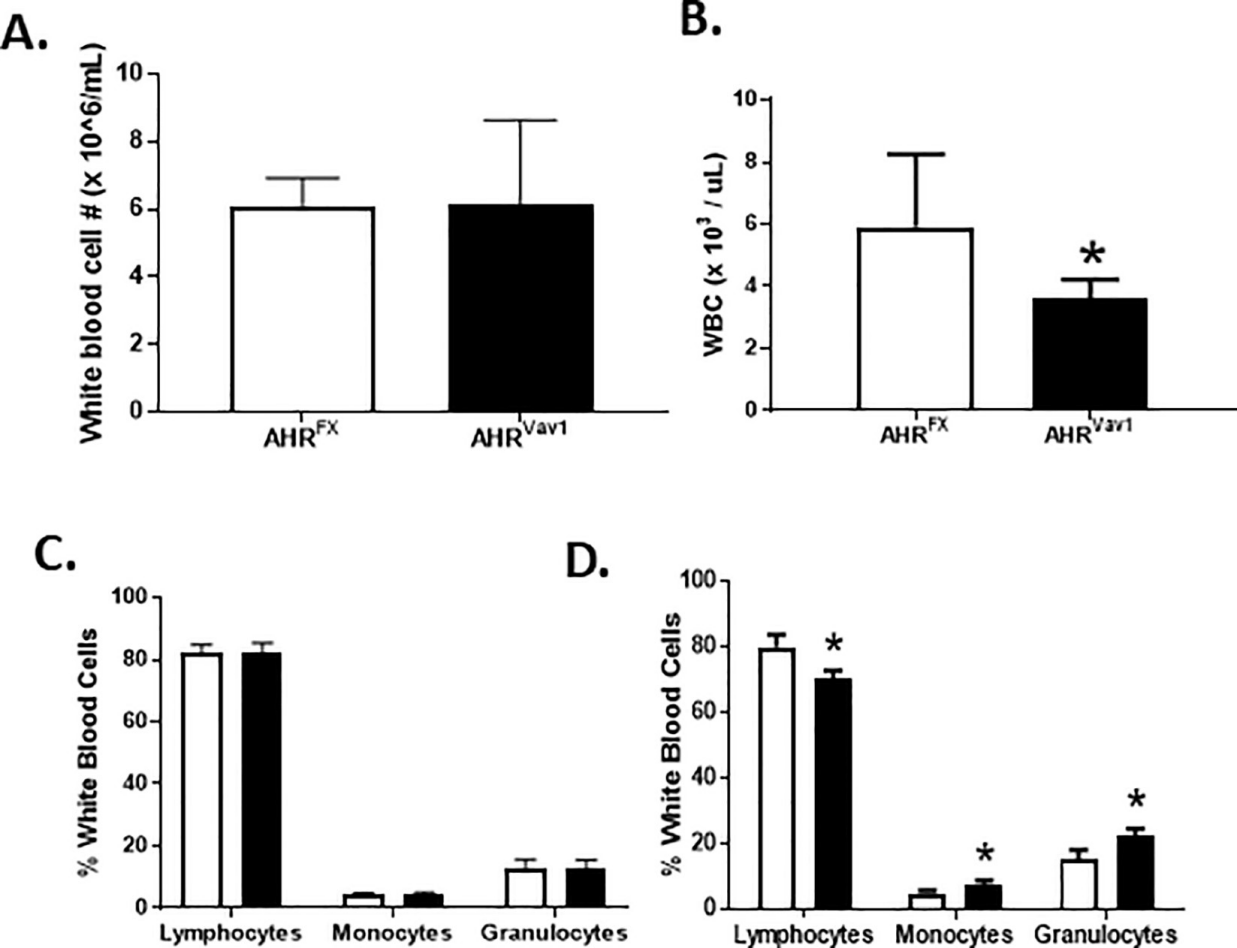
Aging AHR^Vav1^ mice show changes in total and differential WBC counts. Peripheral blood was collected from retro-orbital plexus and complete blood cell counts were done using HESKA blood cell counter: 8-week-old (A & C), 18-month-old (B & D). * = p<0.05 compared to AHR^FX^ controls. N = 5 mice per group.

Given that it was previously reported that global AHR-KO mice display alterations in BM subpopulations [6], we examined the frequencies of hematopoietic subpopulations in the BM of AHR^Vav1^ mice. In contrast to global AHR-KO mice, young AHR^Vav1^ mice display no significant alterations in the percentage of LSK, MPP, CLP, CMP, ST-HSC or LT-HSC in BM cells (Fig 3A and 3B). Given that AhR-KO mice also displayed decreased expression of ROS detoxifying enzymes such as Stra13 [7], we examined ROS levels in AHR^Vav1^ mice. LSK cells from AHR^Vav1^ mice had a small, but statistically significant, enhanced oxidative capacity as indicated by DCFDA staining (Fig 3C).

**Fig 3:**
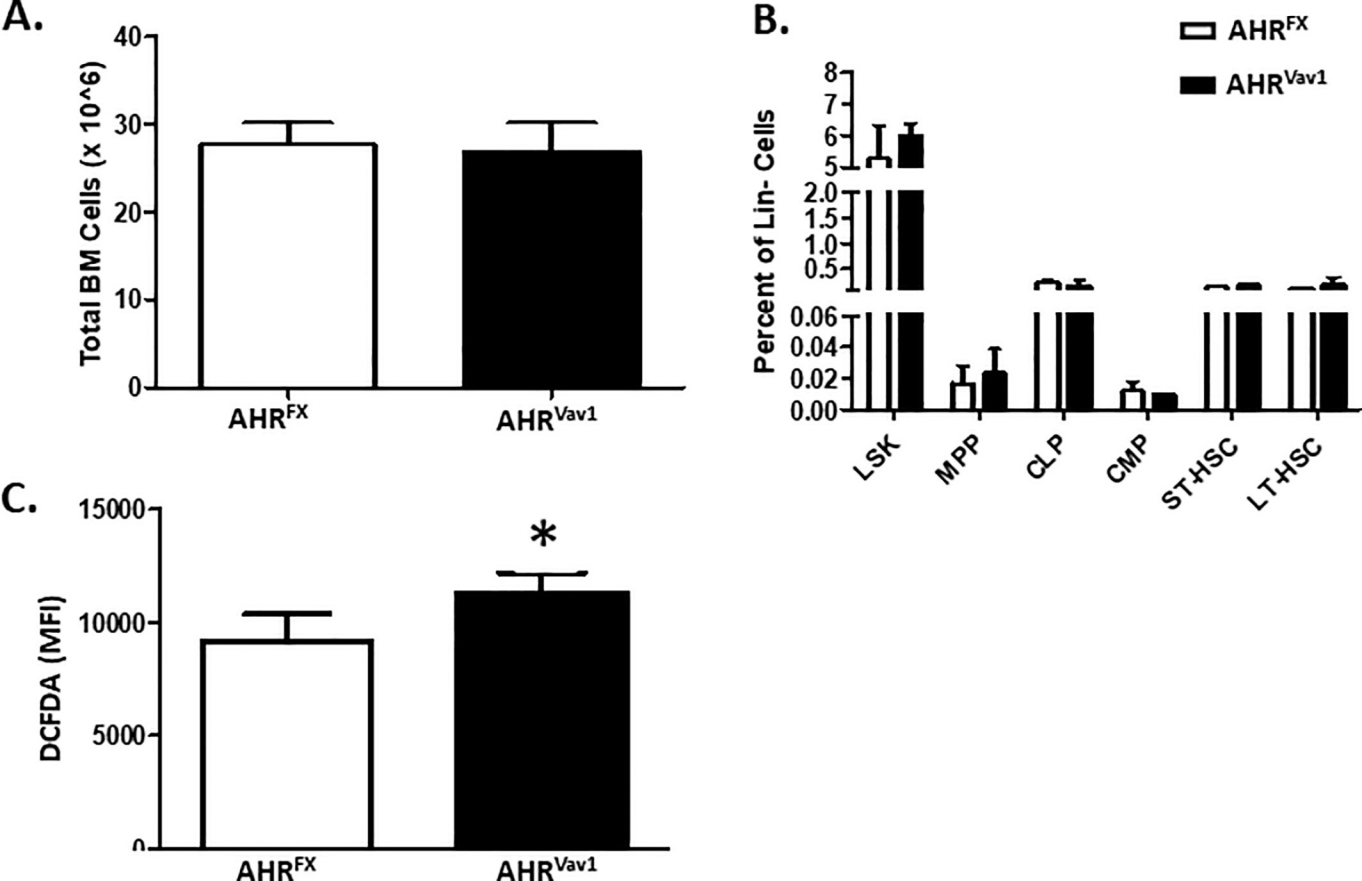
8-week old AHR^Vav1^ animals do not display alterations in total bone marrow cell counts or subpopulations and display heightened levels of ROS in hematopoietic LSK cells. (A). Total BM counts were determined for both AHR^Vav1^ and AHR^FX^ animals. (B) Flow cytometry was used to determine percentage of various hematopoietic subpopulations. N = at least 5 mice per group. (C) Flow cyometry was used to identify LSK cells, which had been co-stained with DCFDA to determine levels of oxidative species. Data presented as mean ± S.D. n = 5 per group. * Values significantly different from control (p<0.05).

In order to determine if there are functional alterations in the hematopoietic system of young AHR^Vav1^ mice, we utilized the spleen colony forming assay [27] (S3 Fig). We observed no significant alterations in colony forming units at either 8 or 12 days following irradiation and injection of AHR^Vav1^ or AHR^FX^ cells. These data are consistent with the above data indicating no alterations in phenotype of BM from AHR^Vav1^ mice.

To determine whether conditional ablation of AHR from only the hematopoietic lineage affects LT-HSC function, we measured their ability to serially engraft and repopulate irradiated recipient mice. Serial transplantation forces LT-HSCs to exit quiescence and undergo regulated proliferation and differentiation, in order to repopulate blood lineages in the irradiated recipients. Thus, if conditionally ablating the AHR from only hematopoietic cells affects LT-HSC function, we would detect differences in cellular populations after serial transplantation. We observed a slight decrease in the total repopulation ability of cells from AHR^Vav1^ animals as indicated by the decreased number of CD45.2+ cells in primary recipients of AHR^Vav1^ cells (Fig 4A). However, AHR^Vav1^ cells appear to have enhanced proliferative potential at secondary transplant, indicated by the increase in the percentage of CD45.2+ cells in secondary recipients. This proliferative advantage did not persist to tertiary engraftment, as AHR^Vav1^ cells appear to exhaust prematurely when compared with AHR^FX^ cells at the same time point.

**Fig 4:**
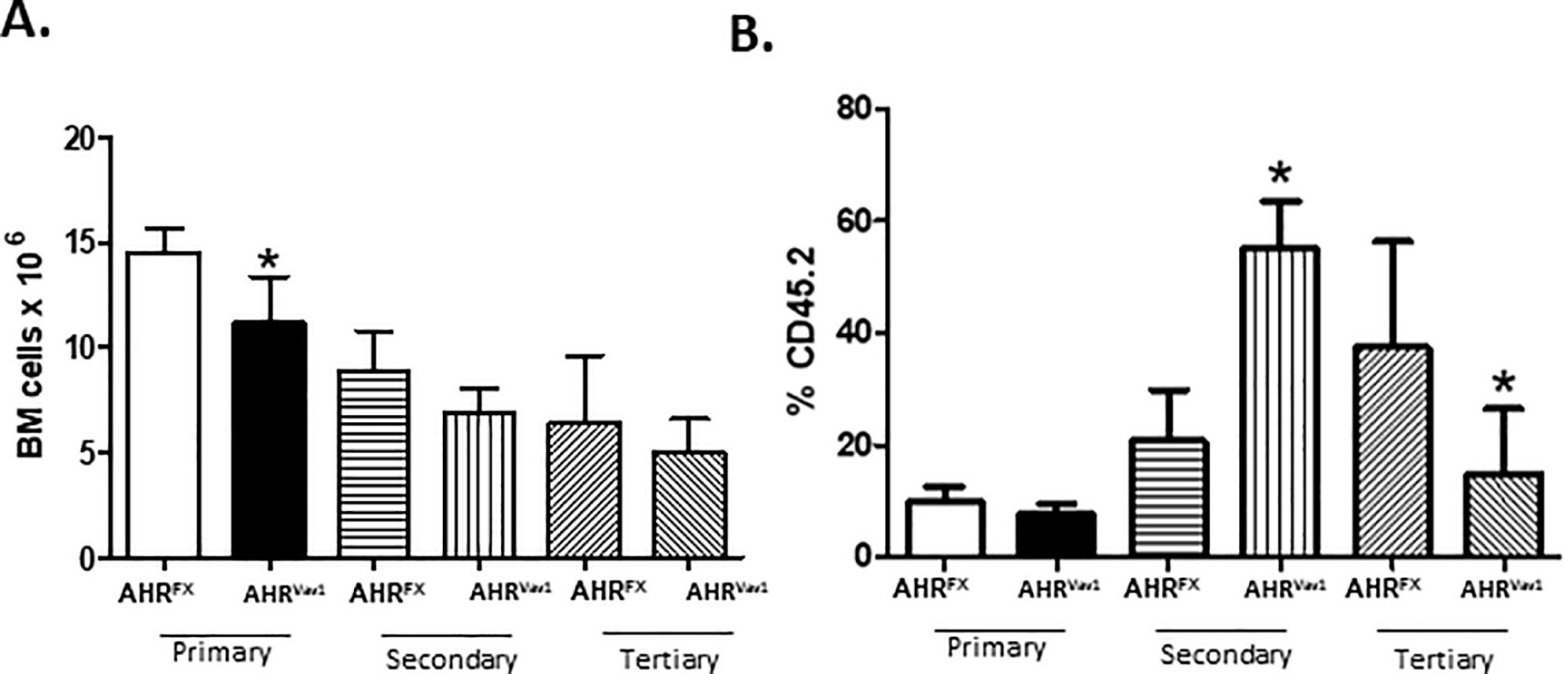
Cells from AHR^Vav1^ mice display a slight defect in serial transplantation. (A) Serial repopulation experiments were performed, and BM counts and (B) % CD45.2+ cell engraftment was determined at each successive stage. The extent of CD45.2+ cell engraftment was determined by flow cytometry. Data presented as mean ± S.D. n = 5 per group. * Values significantly different compared to AHR^FX^ donors as a control (p<0.05).

### AHR^Vav1^ mice have altered gene expression and signaling networks related to normal HSC function

To determine the possible differential expression of genes due to lack of AHR, we analyzed sorted LT-HSCs from 2-month old female mice. As hypothesized, lack of AHR expression in hematopoietic cells is sufficient to drive differences in gene expression relative to AHR^FX^ controls (Fig 5A). Array data were also analyzed by Gene Set Enrichment Analysis (GSEA). Enrichment was determined in a variety of genes sets related to hematological disease or proliferative capacity (Fig 5B, 5C, 5D and 5E). To examine the potential biological impact of the genes determined to be altered by microarray, we next utilized Ingenuity Pathway Analysis (IPA). IPA indicated that there are likely alterations in AHR^Vav1^ LT-HSCs in pathways such as Cell-to-Cell Signaling and Interaction, Cellular Development, and Cancer (Fig 6). Consistent with the hypothesized role of AHR as a regulator of the hematopoietic system, the genes changed in LT-HSCs of 2-month old AHR^Vav1^ participate in hematological system development and function. Together, these proposed physiological functions generated by IPA are consistent with the hypothesis that lack of AHR is sufficient to induce alterations in gene expression in LT-HSCs, and that the induced alterations may play a role in the subsequent development of hematological disease or dysfunction. IPA was used to filter genes which change in LT-HSCs from both 8 week old AHR^Vav1^ and AHR-KO mice (AHR-KO microarray data from Gene Expression Omnibus database accession number: GSE 46976) and which also have putative AHR binding sites on their promoter (Supported by SABiosciences' proprietary database known as DECODE (DECipherment Of DNA Elements). These genes are presented in Table 2.

**Fig 5:**
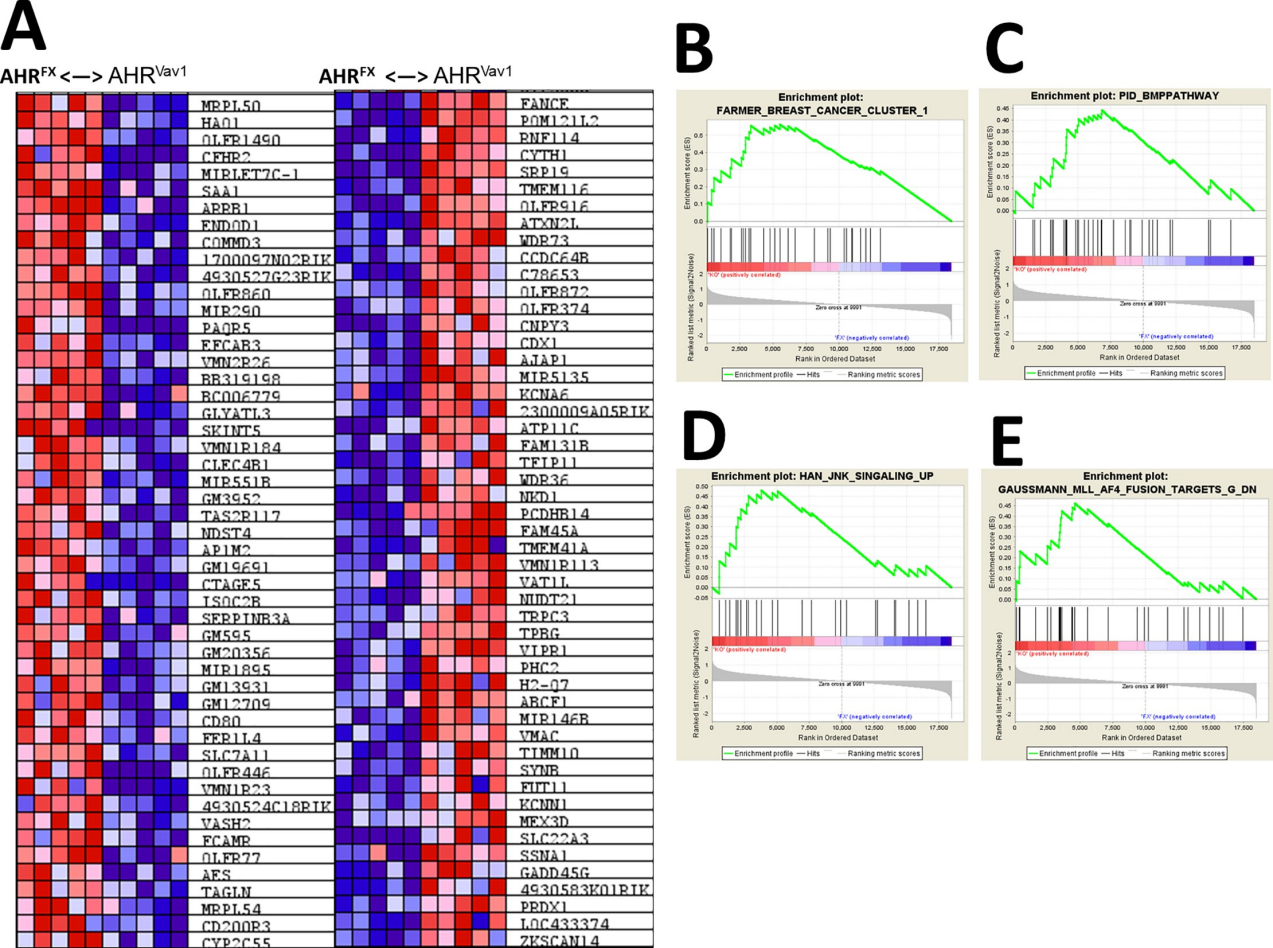
8 week old AHR^Vav1^ mice display altered gene expression in LT-HSCs: LT-HSCs from AHR^Fx^ and AHR^Vav1^ were sorted and analyzed by microarray. These analyses revealed differences in gene expression profiles between AHR^Fx^ and AHR^Vav1^ mice (A). These changes also indicate changes in specific pathways as revealed by Gene Set Enrichment Analyses (B—E).

**Fig 6:**
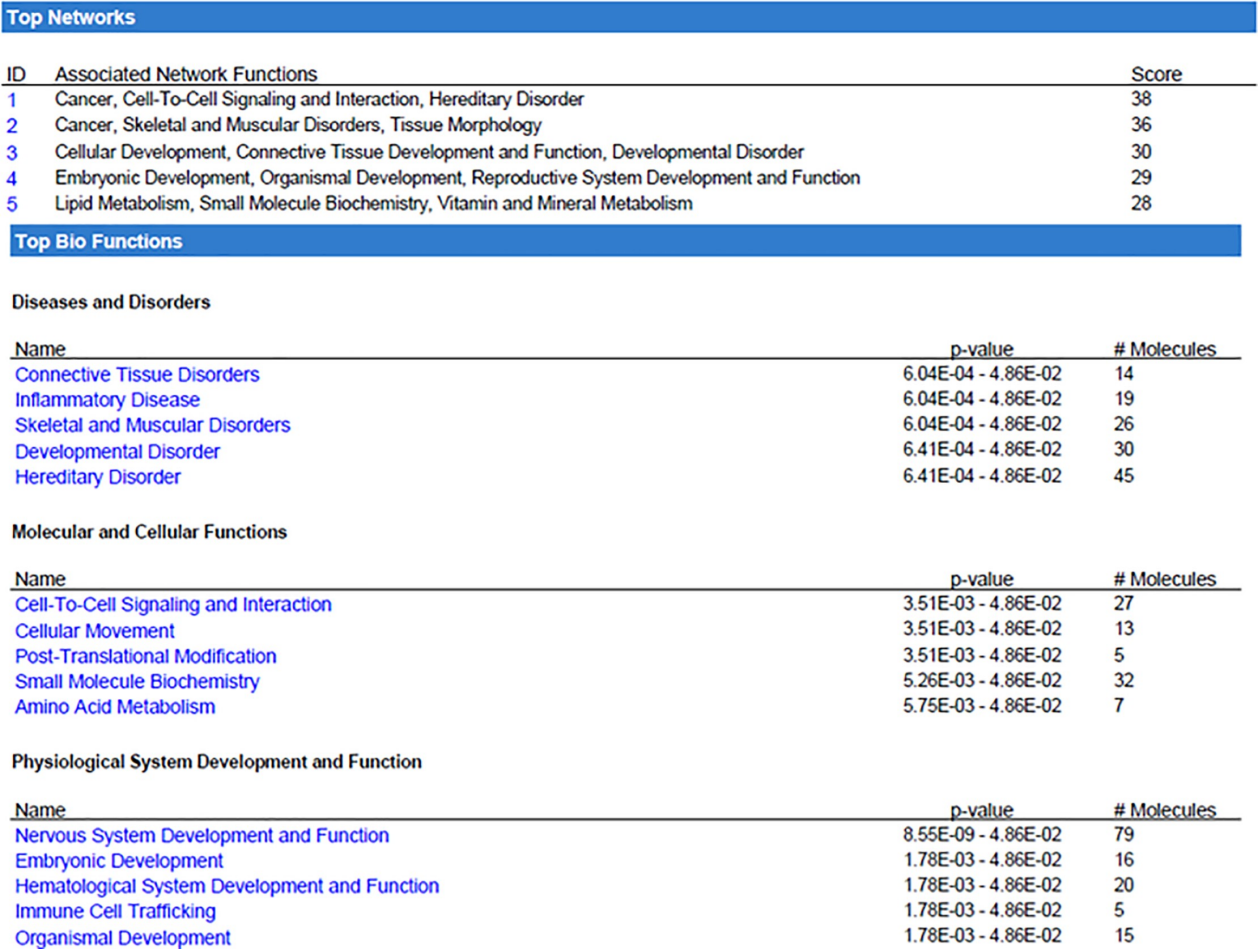
8-week old AHR^Vav1^ mice display alterations in signaling networks. Array data was analyzed using Ingenuity Pathway Analysis to determine which subcellular pathways and signaling networks might be altered with LT-HSCs due to lack of AHR expression within the hematopoietic compartment.

**Table 2:** Genes differentially regulated in HSCs from 2-month-old AHR-KO and AHR^Vav1^ mice, and which also contain AHR binding sites in their promoter region.

CKO vs FX	Fold Change	P	KO vs WT	Fold Change	P
Stra13	-4.52	0.02982	Stra13	-3.54	0.0014
Fam164c	1.83	0.01883	Fam164c	2.42	0.0434
Vmn1r218	2.58	0.04922	Vmn1r218	4.23	0.049
Fut11	-5.72	0.0216	Fut11	4.22	0.0193
Krtap7-1	2.84	0.01732	Krtap7-1	-3.07	0.0179
Cnpy3	-7.13	0.01154	Cnpy3	2.89	0.0154
Ankrd29	2.32	0.04337	Ankrd29	1.65	0.0497
Olfr1057	2.12	0.01515	Olfr1057	-2.81	0.0025
Olfr1058	-3.66	0.01532	Olfr1058	2.54	0.0147
Slc7a11	2.91	0.00689	Slc7a11	-42.12	0.0452
Cited4	1.51	0.03988	Cited4	-1.51	0.0244
Gm13040	1.54	0.04411	Gm13040	-3.23	0.0452
Pdp1	8.32	0.04899	Pdp1	5.42	0.0393
Arl9	2.55	0.02796	Arl9	-2.21	0.0233
Coro1c	2.52	0.03759	Coro1c	-2.96	0.0375
Gm19265	2.18	0.0448	Gm19265	-2.13	0.0003
C030030A07Rik	1.51	0.02305	C030030A07Rik	-1.96	0.0049
Wdr88	1.52	0.03527	Wdr88	-1.58	0.006
Vat1l	-1.92	0.00617	Vat1l	-2.14	0.0027
Olfr836	3.98	0.00839	Olfr836	3.95	0.0482
Cmc1	-2.41	0.01346	Cmc1	1.75	0.0141

To examine the potential functional impact of lack of AHR in the hematopoietic system throughout aging, we repeated the array and GSEA/pathway analyses in 18-month old AHR^Vav1^ mice. These analyses indicated that LT-HSCs from old AHR^Vav1^ mice have differential gene expression compared to floxed controls (Fig 7A). Array data were also analyzed by GSEA. Enrichment was determined in a variety of genes sets related to hematological disease or proliferative capacity and HSCs aging (Fig 7B–7G). IPA analysis indicated that there are alterations in AHR^Vav1^ LT-HSCs in genes functionally significant for hematopoietic stem cell function or activity (Fig 8). A different subset of altered genes was examined which possess putative AHR binding sites in aged AHR^Vav1^ and AHR-KO (AHR-KO microarray data from Gene Expression Omnibus database accession number: GSE 67378) are presented in Table 3. 

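Hematopoietic stem cells (HSCs) of 5 global AHR-KO mice and 5 WT mice, all 18 months old, were profiled on Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per mouse. Global AHR-KO mice lack AHR in every cell type, unlike AHR Vav1 mice, in which excision is limited to hematopoietic cells. Bone marrow was depleted of lineage-positive cells and the SLAM+ fraction was sorted, which is meant to remove mature blood cells. The RNA was amplified with the WT-Ovation PicoSL kit and labeled with biotin. The deposited values are linear intensities, 1 per probe set and array. The submitters' processing notes name Affymetrix Expression Console. The paper's methods describe background-subtracted, quantile-normalized IterPLIER signals for its microarray data and do not say whether the AHR-KO arrays are included. The 10 arrays share their distribution of intensities, with a median of 24.65 and a maximum of 38560 in each, so that only differences in rank between arrays remain. Of 41345 probe sets, 23521 were paired with 1 gene symbol, 1814 with several and 16010 with none in the annotation used here. For the 22180 genes with a probe set of their own, the probe set with the highest mean was used. Values were put on the log2(signal + 16) scale, which understates the fold change of dim genes. AHR-KO and WT arrays were compared with limma. Genes were counted at a Benjamini-Hochberg adjusted p under 0.05 and at the limits of the paper's methods, at least 1.5-fold with an unadjusted p under 0.05, called the study threshold here. The targeted gene, Ahr, was read by probe set 17280729 at a log2 value of 5.97 ± 0.52 (SD, n = 5) in the arrays labeled AHR-KO and 5.74 ± 0.74 (SD, n = 5) in those labeled WT. Its log2 fold change was 0.23 (standard error 0.34, adjusted p = 0.998 from limma), and the sign turned to -0.03 when WT replicate 5, the array with the lowest Ahr signal, was left out. Within 6 of the arrays, a set chosen after seeing the data, it was 0.44 (unadjusted p = 0.0437 from limma), higher in the arrays labeled AHR-KO, and within the other 4 it was -0.09. The paper's methods name an allele for the AHR-KO line, but the sources used here do not say which part of Ahr it lacks. A probe set of this array type also reads exons outside a deletion. So Ahr does not check the labels, and each direction given for AHR-KO rests on them. The paper's PCR and protein measures of AHR (Fig 1) concern AHR Vav1 mice. The number of arrays, 5 per group, limits the precision.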

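Among the genes with the clearest separation in 18-month-old HSCs, Plk4, a kinase that drives centriole duplication, was 1.86-fold higher in AHR-KO arrays, with log2 values of 8.18 ± 0.13 (SD, n = 5) against 7.29 ± 0.40 in WT (SD, n = 5). Clpx, a subunit of a mitochondrial protease, was 1.61-fold higher, and Depdc1a and the phosphatase gene Mtmr4 were each 1.58-fold higher. Bpifc was 2.54-fold lower in AHR-KO, the pseudokinase gene Trib2 was 1.94-fold lower, the collagen gene Col1a2 was 1.78-fold lower and 4933404O12Rik was 1.62-fold lower. In each of these 8 genes all 5 AHR-KO arrays lay on one side of all 5 WT arrays, which was a condition of their choice and so is no test of them. Such a separation was seen in 0.68% of all genes, where chance gives 0.79%. Depdc1a no longer reached 1.5-fold without WT replicate 1 (log2 fold change 0.56), nor did Mtmr4 without AHR-KO replicate 2 (0.55), WT replicate 1 (0.57) or WT replicate 5 (0.55). Trib2 had 1 WT array far above the other WT arrays, and Col1a2 had 1 AHR-KO array far below the others of its group. Cdkn1a, the p53-induced cell cycle inhibitor p21, was 1.63-fold higher in AHR-KO and was named as a list member past the study threshold. With a pseudocount of 64, only Plk4, Bpifc and Col1a2 of these 9 genes still passed the study threshold. With array weights, Clpx (log2 fold change 0.50), Depdc1a (0.58), Mtmr4 (0.51), 4933404O12Rik (-0.53) and Cdkn1a (0.57) did not, and neither did Col1a2 (-0.52) with the mean of its probe sets. Of the fits chosen after seeing the data, that within the 6 arrays described last ended the call of Clpx (0.41), Depdc1a (0.42), Mtmr4 (0.27), Trib2 (-0.53), 4933404O12Rik (-0.40) and Cdkn1a (0.58), that within the other 4 arrays the call of Col1a2 (-1.07), and the methods' t-test on linear signals the calls of Trib2 and Col1a2. By linear means Trib2 was 2.81-fold and Col1a2 2.03-fold lower in AHR-KO, so there only the p limit was missed.
No gene passed an adjusted p under 0.05 in limma, where the smallest adjusted p was 0.998, and none did with the methods' t-test. At an unadjusted p under 0.05 there were 830 genes in limma and 906 with the methods' t-test, against 1109 expected by chance. The study threshold was passed by 116 genes, 40 higher and 76 lower in AHR-KO. This count was 574 with a pseudocount of 1, 16 with a pseudocount of 64 and 75 with the methods' t-test. Leaving out 1 array moved the total or its split. There were 72 higher and 103 lower genes without AHR-KO replicate 1 (175 in all), 72 and 158 without AHR-KO replicate 2 (230), 79 and 77 without WT replicate 1 (156), 76 and 119 without WT replicate 2 (195), 77 and 117 without WT replicate 3 (194) and 21 and 78 without WT replicate 5 (99).
Gene lists of HSC biology and of the other cell types of marrow were compared with all other genes by limma's camera. Mast cell and basophil markers were lower in AHR-KO, 8 of 11 measured, and 3 of them passed the study threshold, namely Mcpt8 at 2.10-fold lower, Cpa3 at 1.82-fold lower and Prss34 at 1.68-fold lower. Mcpt8 kept its call with any array left out, while without AHR-KO replicate 1 the log2 fold changes of Cpa3 and Prss34 were -0.59 and -0.47 and no longer passed, and neither passed with the methods' t-test or a pseudocount of 1, nor Prss34 with a pseudocount of 64. Within the 4 arrays, chosen after seeing the data, none of the 3 passed, although the log2 fold changes were -0.94 for Mcpt8, -0.855 for Cpa3 and -0.703 for Prss34. Cpa3 also lost its call without AHR-KO replicate 2 (-0.90), 3 (-0.90) or 5 (-0.89) or WT replicate 3 (-0.73), 4 (-0.69) or 5 (-0.84), and Prss34 without AHR-KO replicate 5 (-0.70) or WT replicate 2 (-0.72), 3 (-0.66) or 4 (-0.62). The list had an adjusted p = 0.025 with the preset correlation and an adjusted p = 0.609 with an estimated correlation. It did not pass without AHR-KO replicate 1 (adjusted p = 0.170) or 5 (0.0502) or WT replicate 2 (0.0893), 3 (0.0574) or 4 (0.155). Of 27 HSC identity genes 24 were lower, none past the study threshold (adjusted p = 0.00071, and adjusted p = 0.609 with an estimated correlation). The HSC identity list did not pass without AHR-KO replicate 5 (adjusted p = 0.194) or WT replicate 5 (0.216). Members of this and the next lists were picked after their values were seen. Myct1 had a log2 fold change of -0.66 (standard error 0.31), Procr, the endothelial protein C receptor used to mark HSCs, had -0.69 (standard error 0.33) and the transcription factor gene Mecom had -0.56 (standard error 0.31). Myct1 passed the study threshold without AHR-KO replicate 1 (-0.74) or 2 (-0.84) or WT replicate 2 (-0.77), 3 (-0.75) or 4 (-0.77), Procr without AHR-KO replicate 2 (-1.03) or WT replicate 4 (-0.79) and Mecom without AHR-KO replicate 2 (-0.78), and with array weights Myct1 (-0.61) and Procr (-0.75) passed. Myct1 also passed with an intensity trend and robust spread (unadjusted p = 0.0499 from limma) and Procr with the replicate number as a block (0.0488). Of the fits chosen after seeing the data, the block of array sets described last called Myct1 (unadjusted p = 0.000863 from limma) and Procr (0.0387), as did the fit within its 6 arrays (-0.59 and -0.87), and Myct1 (-0.77) passed within the other 4. Of 38 cell cycle genes 30 were higher, again none past the study threshold (adjusted p = 0.00071, and adjusted p = 0.609 with an estimated correlation). The cell cycle list did not pass without AHR-KO replicate 5 (adjusted p = 0.0502). Gins1 and Anapc1 of this list are also in Table 3, and the G1 kinase gene Cdk6 had a log2 fold change of 0.37 (standard error 0.12). DNA repair genes were higher in 19 of 28 (adjusted p = 0.0265, and adjusted p = 0.609 with an estimated correlation), among them the damage-sensing kinase gene Atr at a log2 fold change of 0.36 (standard error 0.11). This list did not pass without AHR-KO replicate 2 (adjusted p = 0.0853) or 5 (0.0599) or WT replicate 3 (0.0574), 4 (0.0621) or 5 (0.292), nor with a pseudocount of 1 (0.0527), among probe sets above the median level (0.122), with its members above the median level alone (0.0854), with the mean of a gene's probe sets (0.0793) or with array weights (0.111). Of 21 erythroid markers listed only 12 were measured, and 11 of these were higher (adjusted p = 0.0265, and adjusted p = 0.610 with an estimated correlation). Among them was the transferrin receptor gene Tfrc at a log2 fold change of 0.51 (standard error 0.33), which passed the study threshold without WT replicate 1 (0.75). The erythroid list did not pass without AHR-KO replicate 1 (adjusted p = 0.351) or 2 (0.0564) or WT replicate 2 (0.0893), 4 (0.212) or 5 (0.358), nor with a pseudocount of 64 (0.0752) or with array weights (0.126). Within the 6 arrays described next, DNA repair (adjusted p = 0.363) and erythroid markers (0.0741) did not pass, and within the other 4 arrays none of the 5 lists did, both choices made after seeing the data. Over the settings of camera the adjusted p ran from 3.29e-05 to 0.609 for mast cell and basophil markers, from 2.06e-06 to 0.609 for HSC identity, from 2.93e-05 to 0.609 for the cell cycle, from 0.00569 to 0.609 for DNA repair and from 3.33e-06 to 0.610 for erythroid markers. With the rotation test fry it was 0.726 for each of the 5 lists when testing for a shift one way, and 0.782 for the cell cycle and 0.911 for the other 4 lists when testing for change in either direction. No member of the 5 lists passed when adjusted over the list alone. The number of lists past the adjusted p went from 5 to 1 without AHR-KO replicate 5, 3 without WT replicate 2, 3 without WT replicate 4 and 2 without WT replicate 5, and was 7 without AHR-KO replicate 1, where 3 of the 5 lists and 4 others passed.
The arrays also differed within each group. The first principal component of all genes, with 30.6% of the variance, set AHR-KO replicates 1 and 2 and WT replicates 1 and 5 apart from the other 6 arrays, 3 AHR-KO and 3 WT. The HSC identity score ranged from -0.53 to 0.28 among the AHR-KO arrays and from -0.19 to 0.51 among the WT arrays. In the set of 4 arrays it was 0.16 to 0.51, and in the 6 arrays -0.53 to 0.002. The monocyte, macrophage and dendritic cell score was -0.91 to -0.20 in the 4 arrays and 0.20 to 0.55 in the 6. So the arrays with higher HSC identity scores had lower scores of these myeloid markers, in AHR-KO and WT alike. The neutrophil score ranged from -1.43 to 1.69 among the AHR-KO arrays and from -1.04 to 0.49 among the WT arrays. Between AHR-KO and WT, the neutrophil score had an exact permutation p = 0.738. Neutrophil markers had an adjusted p = 0.36 from camera, 0.980 with an estimated correlation, and a range of 1.60e-06 to 0.987 over the alternatives. They passed as higher in AHR-KO without AHR-KO replicate 1 (adjusted p = 0.0012), without AHR-KO replicate 2 (0.0428), with array weights (0.0394) and within the 6 arrays (1.60e-06), the last chosen after seeing the data, and they were on the lower side in the other 4 arrays (0.0551), without AHR-KO replicate 4 (0.421) and without WT replicate 1 (0.848).

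**Figure D1:**
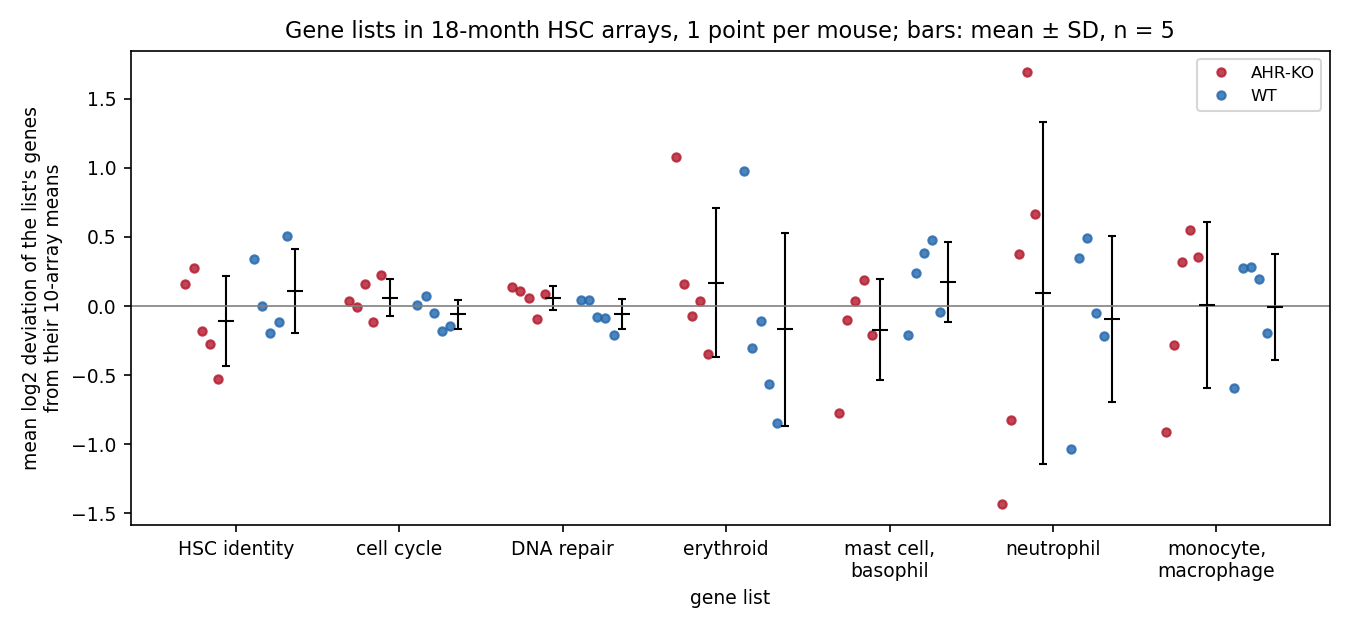
Mean log2 deviation of the genes of 7 lists from their means over the 10 arrays (vertical axis), by list (horizontal axis), for AHR-KO (red) and WT (blue), 1 point per mouse, with mean ± SD in black (n = 5). The groups overlap in every list shown, and the neutrophil score ranges from -1.43 to 1.69 among the AHR-KO arrays.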

Ingenuity Pathway Analysiswas used to filter this list, and which also have putative AHR binding sites confirmed using SA Biosciences website. These data are presented Table 3.

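Of the 41 genes listed in Table 3, 32 could be matched to a probe set of their own, 15 listed as up-regulated and 17 as down-regulated. In the 18-month-old AHR-KO HSCs, 14 of the 15 up-regulated genes were higher than in WT and 15 of the 17 down-regulated genes were lower. With 1 array left out these counts were 14 to 15 and 14 to 17, the latter being 14 without AHR-KO replicate 5 and 17 without AHR-KO replicate 2 or WT replicate 1. The clearest differences were in Runx1t1, a transcriptional corepressor that is fused to RUNX1 in acute myeloid leukemia, and in Ap4s1, a subunit of an adaptor complex of vesicle transport. Ap4s1 (probe set 17275392) had a log2 value of 7.17 ± 0.46 (SD, n = 5) in AHR-KO and 7.98 ± 0.25 (SD, n = 5) in WT, which is 1.75-fold lower in AHR-KO (exact permutation test, two-sided p = 0.0159). These were the only Table 3 genes past the study threshold on the log2(signal + 16) scale. The study chose Table 3 on these arrays, so neither the counts of directions nor the p values of its genes are independent evidence.
Among the genes listed as up-regulated, 11 were higher at an unadjusted p under 0.05 in limma and none reached 1.5-fold on the log2(signal + 16) scale. With the fold taken from linear means, 5 of them passed the study threshold. The splicing factor gene Sf3b4 had a log2 fold change of 0.56 (standard error 0.24), and the mitochondrial ribosomal protein gene Mrps31 had 0.50 (standard error 0.17). Sf3b4 passed the study threshold without AHR-KO replicate 3 (0.59) or 4 (0.75) or without WT replicate 1 (0.59), 3 (0.65) or 4 (0.60), and Mrps31 passed it without WT replicate 1 (0.59). Gins1, a subunit of the helicase complex that opens DNA for replication, had 0.45 (standard error 0.13), and its 5 AHR-KO arrays all lay above the 5 WT arrays. The forkhead gene Foxb1 had 0.46 (standard error 0.18). Zfp932, at -0.02 (standard error 0.20), was the one gene on the other side, and its sign turned without AHR-KO replicate 1 (0.03) or 3 (0.10) or WT replicate 1 (0.006), 3 (0.08) or 4 (0.03). Among the genes listed as down-regulated, 7 were lower at an unadjusted p under 0.05. They include Tmem159, at -0.48 (standard error 0.16), and Arap1, a regulator of small GTPases, at -0.36 (standard error 0.13). The count of 11 was 6 without AHR-KO replicate 2 or 5 and 7 without WT replicate 5, and the count of 7 was 4 without AHR-KO replicate 4. The counts were 6 and 10 with a pseudocount of 1, 11 and 12 with the methods' t-test, 8 and 6 with the replicate number as a block, and 5 of 9 and 3 of 5 tested among probe sets above the median level.
The adjusted p over all genes was 0.998 or higher in limma for each of the 32 genes. Adjusted over the list alone, 2 of the 32 genes passed, and with each direction as a list of its own 5 of the 15 up-regulated and 2 of the 17 down-regulated genes did, which is not independent evidence, since the study chose the list on these arrays. Of the 26 matched genes that Table 3 gives without the words includes others, 26 had the listed direction, against 3 of the 6 given with them. Of the 32 genes, 17 had a mean level within the range of olfactory, taste and hair-protein genes, where a signal may be background and the scale understates any change. With a pseudocount of 1, 3 of the up-regulated and 8 of the down-regulated genes passed the study threshold. Some of these lay far below the array median signal of 24.65, such as Mir3087 (mean signals 1.25 in AHR-KO and 3.13 in WT) and Zscan4b (4.13 and 7.20). There a small pseudocount also enlarges differences in background. Others lay above the median, such as Ap4s1 (134.6 and 238.6). The paper presents these genes as altered in aged HSCs of both AHR-KO and AHR Vav1 mice and as holding putative AHR binding sites.

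**Figure D2:**
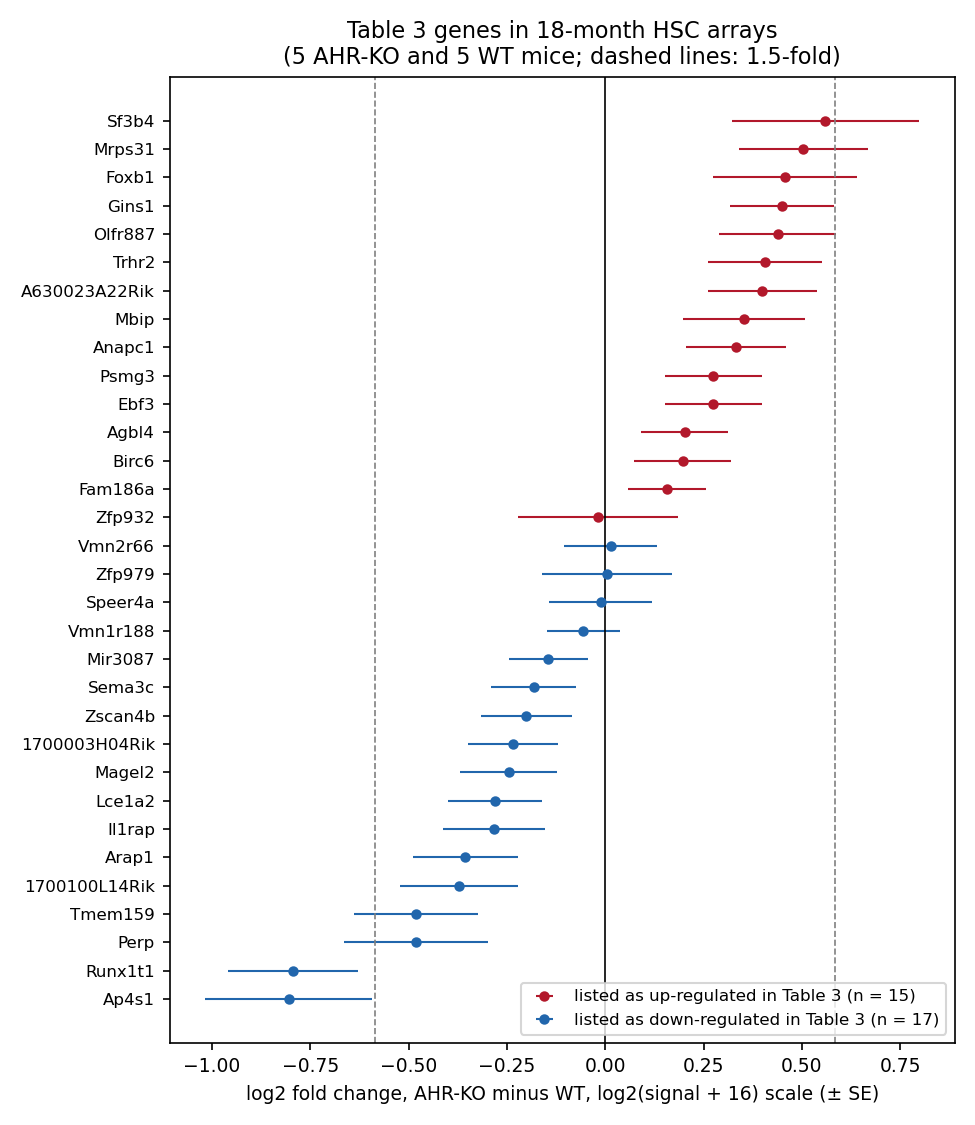
Log2 fold change on the log2(signal + 16) scale, AHR-KO minus WT, with its standard error (horizontal axis) for the 32 matched Table 3 genes (vertical axis, current symbols), red for genes listed as up-regulated and blue for those listed as down-regulated, from 5 AHR-KO and 5 WT arrays. Only Ap4s1 at -0.81 and Runx1t1 at -0.80 lie beyond a dashed line, which marks a 1.5-fold change.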

**Fig 7:**
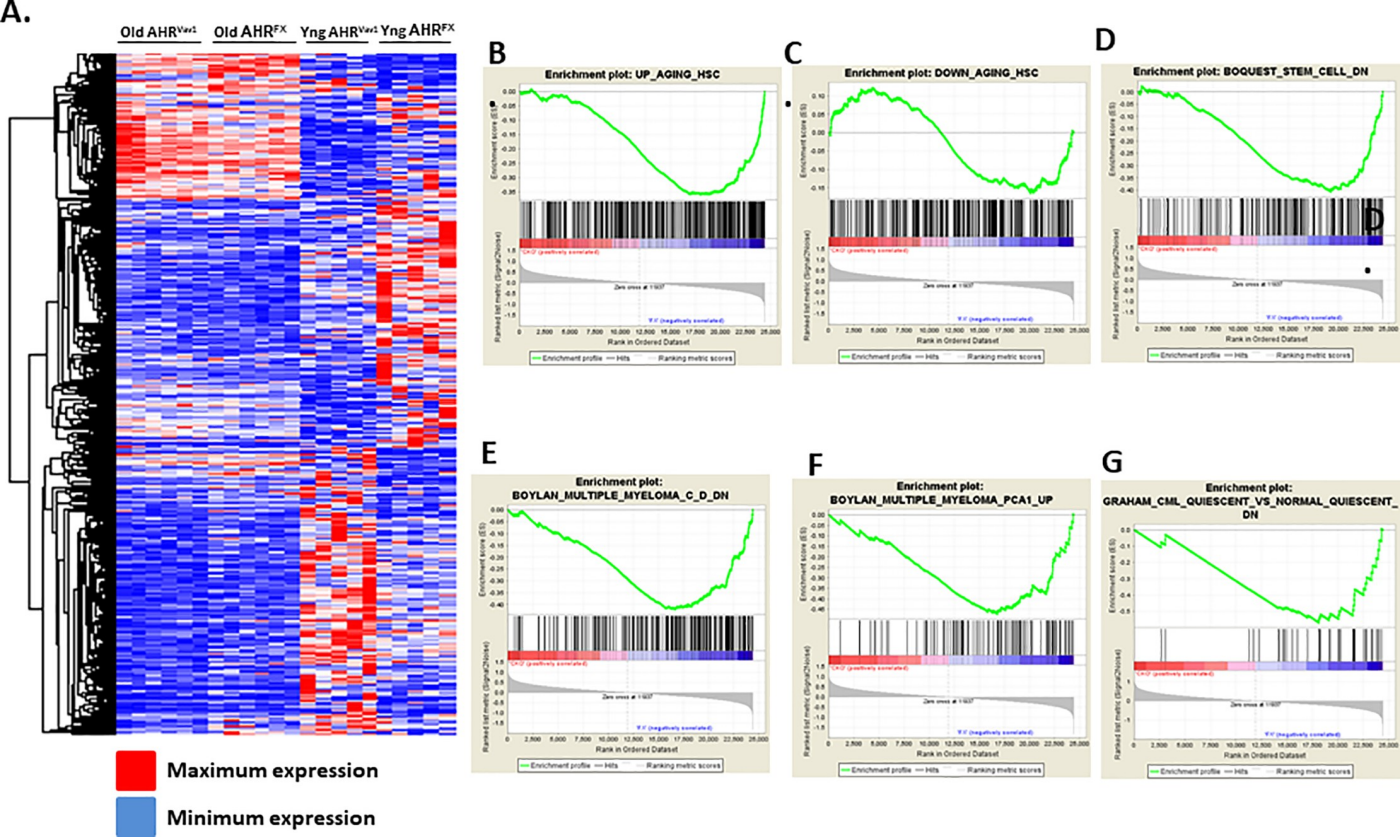
18-month old AHR^Vav1^ LT-HSCs display altered gene expression compared to AHR^FX^ controls. (A) Heatmap of array data from aging (Old) and young (Yng) AHR^FX^ and AHR^Vav1^ showing differential expression of genes. (B—G) Gene Set Enrichment Analysis was performed on array data from LT-HSCs from 18-month old AHR^FX^ and AHR^Vav1^ mice. Gene profiles are altered in AHR^Vav1^ mice.

**Fig 8:**
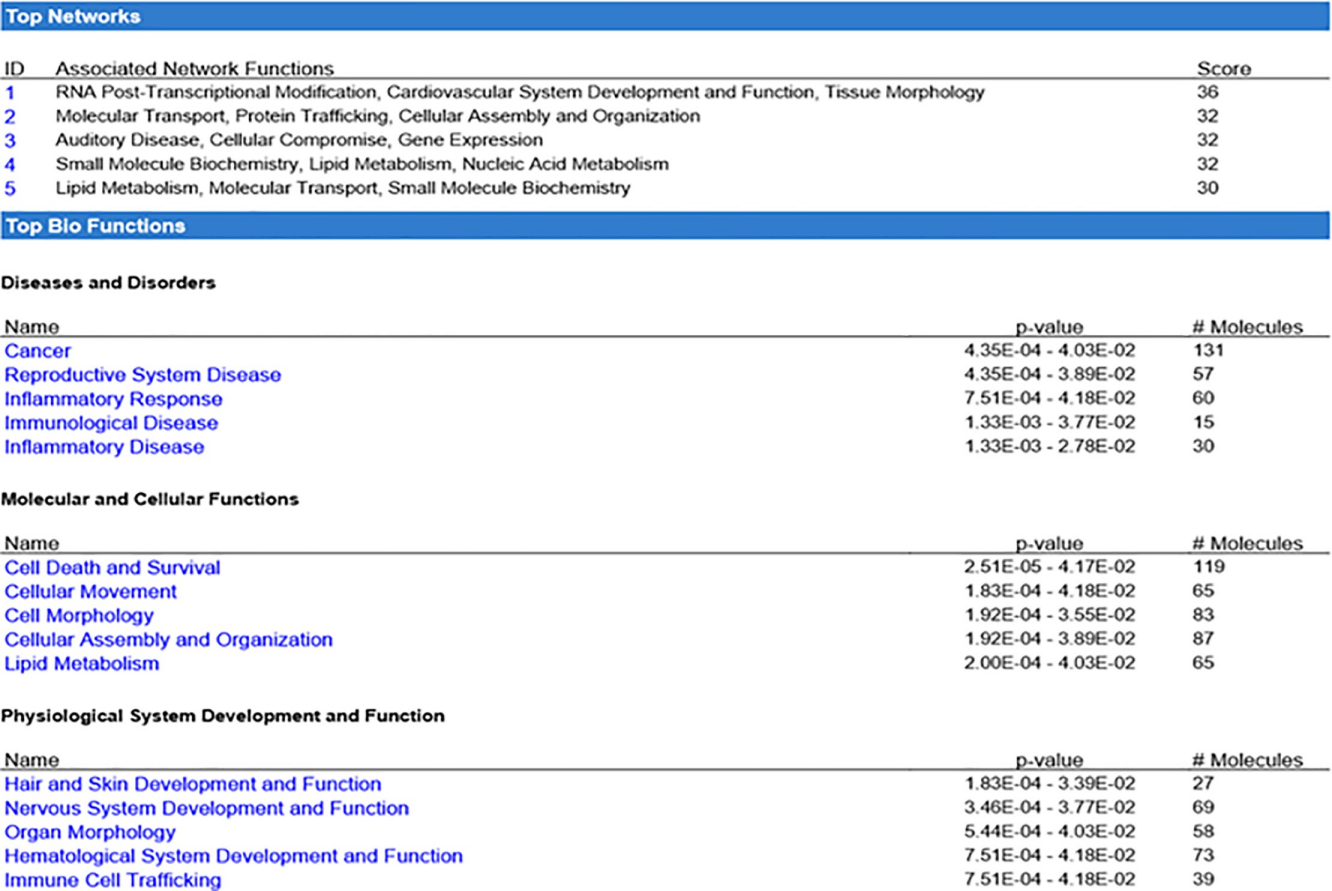
Ingenuity Pathway Analysis of differentially expressed genes in LT-HSCs from 18-month-old AHR^Vav1^ mice. Array data was uploaded to IPA, which was set to include to include only observations that have been experimentally observed, using direct and indirect relationships.

**Table 3:** Overlapping genes differentially regulated in HSCs from both 18-month-old AHR-KO and AHR^Vav1^ mice.

Up-regulated genes in 18-month-old AHR-KO and AHR^Vav1^	Down-regulated genes up-regulated genes in 18-month-old AHR-KO and AHR^Vav1^
1700030F18Rik	1700003H04Rik
A630023A22Rik	1700100L14Rik
AGBL4	2610305D13Rik (includes others)
ANAPC1/ANAPC1P1	4930459I23Rik
BIRC6	AP4S1
EBF3	ARAP1
FOXB1	C16orf93
GINS1	CYP2D6
Gm4836	Gm19404 (includes others)
KRTAP2-3 (includes others)	IL1RAP
MBIP	Lce1a2
MRPS31	MAGEL2
Mup1 (includes others)	Mir3087
Olfr887	PERP
PSMG3	RUNX1T1
RPS15A	SEMA3C
SF3B4	Speer4a (includes others)
Trhr2	Ssty1 (includes others)
Zfp932 (includes others)	TMEM159
	Vmn1r188 (includes others)
	Vmn2r66 (includes others)
	Zscan4b (includes others)

To confirm that certain genes identified utilizing microarray and bioinformatics approaches are truly differentially expressed in AHR^Vav1^ mice, we chose to examine genes linked to hematopoietic development. We used qPCR to examine the expression of genes related to hematopoiesis at both ages, which included Birc6 and Stra13 (Fig 9A and 9B). Consistent with the hypothesis that AHR may regulate these genes, and hematopoietic aging in a broad sense, we observed altered relative expression of both Stra13 and Birc6 in LT-HSCs for both ages of AHR ^Vav1^ animals.

**Fig 9:**
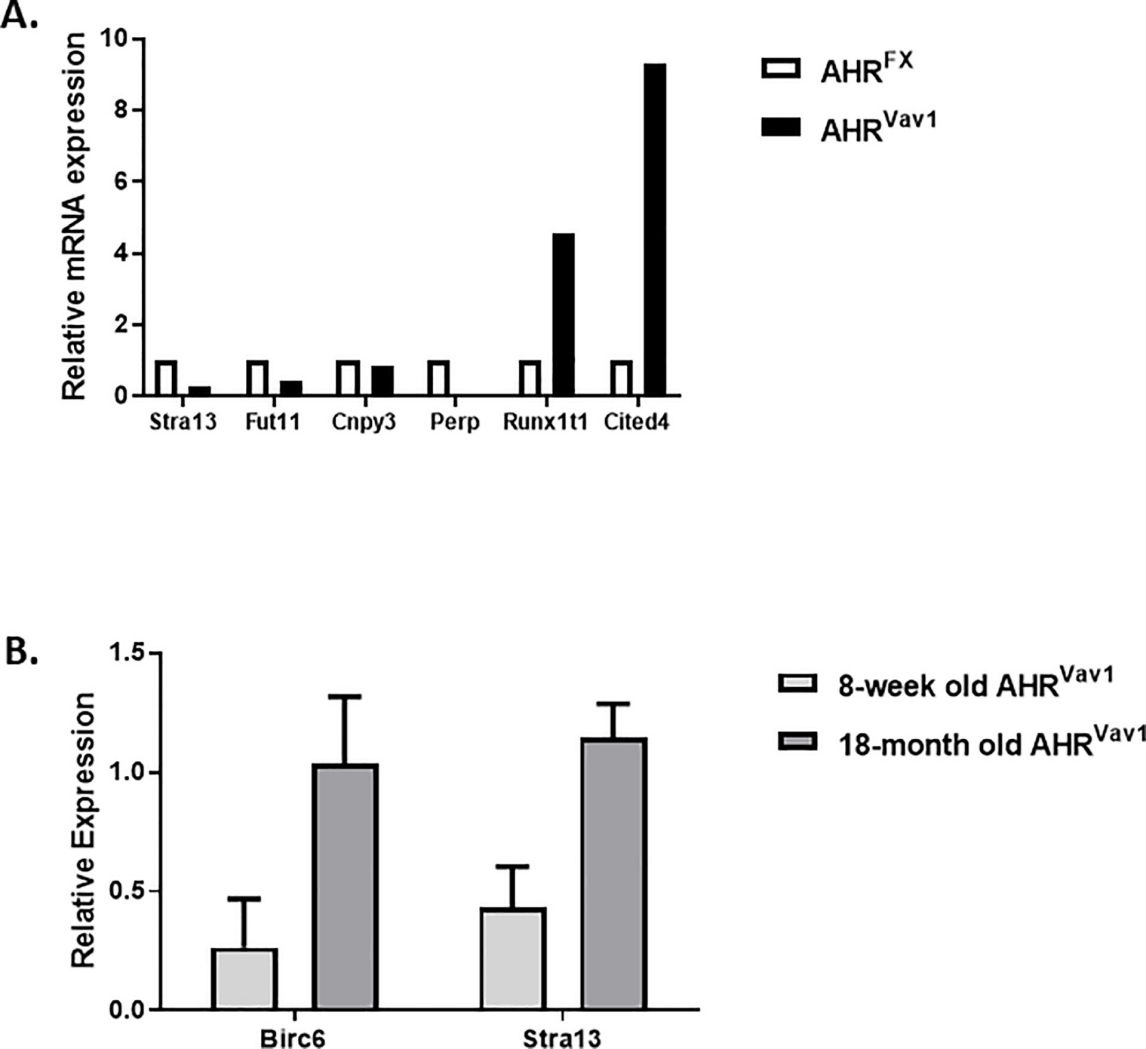
LT-HSCs from AHR^Vav1^ mice have altered expression of genes directly involved in hematopoiesis (A) LT-HSC samples were sorted from BM cells and analyzed for selected genes proposed to have a role in HSC. Samples are from 6-7-week old animals. (B) Samples are from 6-8-week old female animals for the young comparison, 18-month old female mice for the old comparison. Each gene is normalized relative to GAPDH expression in the AHR^FX^ animals at the indicated age. Data shown as mean +/- SD for at least three replicates. * = P<0.05.

## Discussion

The data presented here are consistent with the hypothesized role of AHR as a potential intrinsic regulator of genes in HSCs. In consideration of data previously reported for AHR-KO mice, where we observed altered functional capacity and abnormal proliferation [6], they also suggest that AHR signaling in non-hematopoietic “niche” tissue assists in the regulation of HSCs, and the absence of this signaling in AHR-null allele mice is partially responsible for producing the phenotypes observed.

Interestingly, AHR^Vav1^ mice do appear to phenocopy enhanced oxidative capacity of LSK cells, and this finding is consistent with a prior report in AHR-KO mice [7] and with the described crosstalk between AHR and the anti-oxidative transcription factor Nrf2. [28]. Functional assays of progenitor and HSC function indicate that AHR^Vav1^ mice are not altered at the level of progenitors as indicated by spleen colony forming units. This finding is consistent with the lack of alterations observed in BM progenitors assessed by flow cytometry. However, AHR^Vav1^ mice do display alterations in serial repopulation assays that resemble expansion and early exhaustion at the secondary and tertiary transplant analyses, respectively. While surprising that a defect only became apparent at the secondary stage of engraftment, these data are is consistent with AHR regulating at least some of the aspects of engraftment in BM, and with a previous report that activation of AHR in HSCs alters gene expression related to migration and trafficking [3].

The lack of phenocopy between AHR-KO mice and AHR^Vav1^ mice can potentially be due to the presence of AHR in non-hematopoietic cells in the AHR^Vav1^ mice. In addition, the young age of the mice examined could potentially play a role in the absence of the AHR-KO phenotype. Aging is a significant risk factor for hematological diseases [29], and dysfunction of hematopoietic system [30–32]. It is possible that the AHR^Vav1^ mice could develop a phenotype with aging that is more consistent with observed phenotypes in AHR-KO mice such as splenomegaly, white cell expansion, or LSK expansion [6, 7]. Future studies will address this issue. However, notably there were significant deficits observed following the serial transplant of HSCs from young animals. Serial transplantation mimics some aspects of HSC aging. The observation that a defect becomes apparent in the secondary stage of engraftment with AHR^Vav1^ mice as donors is consistent with the hypothesis that AHR promotes long term fitness of hematopoietic stem cells. Serial repopulation mimics proliferative stress and aging, and it is intriguing that a defect became apparent at later iterations of engraftment. This is suggestive that expression of AHR is required for long term HSC maintenance and function.

In order to determine what gene expression changes could potentially contribute to HSC dysfunction, we examined gene expression profiles in LT-HSCs from AHR^Vav1^ mice. Gene expression profiles in LT-HSCs from young AHR^Vav1^ mice are substantially altered. Hierarchical clustering of the genes reveals alterations in genes such as FANCE, which is a critical component of DNA repair machinery in HSCs [33], and CFHR2 which may have regulatory roles for immune cells and complement activation [34]. Gene Set Enrichment Analysis indicates enrichment for genes in hematopoietic and cancer related gene sets from the Molecular Signatures Database. These genes include Jun and Fos, which are important regulators of HSC function [35, 36]. The genes altered examined fall into gene sets and pathways that are likely to have functional impact on hematopoietic stem cell function or output.

Ingenuity Pathway Analysis indicated that the genes differentially expressed in AHR^Vav1^ mice are related to cell networks such as Cancer, Cell-to-Cell Signaling and Interaction, and Cellular Development. This finding is consistent with known and hypothesized roles for AHR in a variety of cell types [37–39]. The top biological functions predicted by IPA include Cellular Movement, Amino Acid Metabolism, Immune Cell Trafficking, Small Molecule Biochemistry and Hematological System Development and Function. These proposed networks are again consistent with known and hypothesized roles for AHR [3], and with the proposed activation of AHR by a variety of endogenous ligands [40–43]. qPCR confirmation of a subset of genes significant to the hematopoietic system revealed that at both young and old ages, AHR^Vav1^ mice have differential gene expression. Stra13 is involved in the detoxification of reactive oxygen species. We have previously identified Stra13 as differentially regulated in HSCs lacking AHR using a global deletion mouse (AHR-KO) model [7]. This finding suggests that AHR is an important regulator of genes which control ROS detoxification, as Stra13 has been decreased in both AhR-KO and AhR ^Vav1^ mice. Birc6 is a regulator of apoptosis and has been described as being deregulated in acute myeloid leukemia [44]. Interestingly, knockdown of Birc6 in cell lines used to model promyelytic leukemia impairs neutrophil differentiation, and AhR regulation of Birc6 is suggested by our data. This finding is consistent with the hypothesis that AHR is a critical regulator of gene expression in LT-HSCs. Many of the genes we observed to be changed are differentially altered (directionality) between the two types of mouse model used to study AhR (globally deficient, vs HSC deficient). This lack of phenocopy is consistent with our hypothesis that non-hematopoietic effects are driving some of the changes in global AHR-KO animals, and further highlights the utility of using AHR^Vav1^ mice to identify genes directly regulated by AHR in hematopoietic cells.

Our lab has recently published work which suggests that AHR-KO mice have changes in the cellular composition of BM stromal cells [45]. We also observed higher BM cell counts in chimeric mice having WT hematopoietic cells transplanted into AHR-KO host. This study suggests that lack of AHR within BM stromal cells has a role in determining HSC phenotype and function in AHR-KO mice. HSCs from AHR-KO mice have reduced expression of Angiopoietin 1 (Angpt1). It has been reported that changes in Angpt1 gene expression in HSCs may induce secondary changes in BM niche [46]. Angpt1 is also expressed by niche osteoblast cells, which promotes quiescent HSCs in BM niche [47]. The observed phenotypic differences between AHR-KO and AHR^Vav1^ HSCs may be not only due to *AHR* cell-intrinsic regulation of HSCs, but an extrinsic effect of an AHR-regulated BM niche environment that may play a role in HSC homeostasis and function.

Although we did not observe the same phenotype, function and gene profiles of AHR^Vav1^ HSCs as in AHR-KO mice, common changes in several genes were observed. The expression of *pdp1* (up-regulated) and *stra13* (down-regulated) were altered in both global and conditional AhR KO models. These genes are associated with aging and longevity, as well as oxidative stress [48,49]. 

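In the 18-month-old AHR-KO arrays, Runx1t1 (probe set 17411918) was 1.73-fold lower than in WT, with log2 values of 5.15 ± 0.31 (SD, n = 5) and 5.95 ± 0.23 (SD, n = 5). All 5 AHR-KO arrays lay below all 5 WT arrays (exact permutation test, two-sided p = 0.00794, the smallest that 5 mice against 5 allow). The study chose this gene and the next 4 on these arrays, so their p values are not independent evidence. Perp (probe set 17231844), a p53 target that promotes apoptosis, was 1.40-fold lower, at 5.24 ± 0.32 (SD, n = 5) against 5.72 ± 0.31 (SD, n = 5), and 5 of 5 AHR-KO arrays lay below the WT median (exact permutation test, two-sided p = 0.0476). AHR-KO replicate 2 lay apart from the other AHR-KO arrays in Perp, and without it the log2 fold change went from -0.48 to -0.62 and passed the study threshold. Perp also passed with a pseudocount of 1 and with the fold of linear means, where it was 1.67-fold lower. Anapc1 (probe set 17391422), the largest subunit of the anaphase-promoting complex, was 1.26-fold higher in AHR-KO, at 8.65 ± 0.14 (SD, n = 5) against 8.32 ± 0.21 (SD, n = 5), with 4 AHR-KO arrays above every WT array (exact permutation test, two-sided p = 0.0238). Agbl4 (probe set 17416926), a carboxypeptidase that trims glutamate chains from tubulin, was 1.15-fold higher, at 5.12 ± 0.13 (SD, n = 5) against 4.92 ± 0.14 (SD, n = 5) (exact permutation test, two-sided p = 0.0476). Both Agbl4 means, and the AHR-KO means of Runx1t1 and Perp, lay below 5.53, where a signal may be background. That level is the 95th percentile of receptor and hair-protein genes not expected in HSCs. Birc6 (probe set 17347247), an inhibitor of apoptosis, had 8.60 ± 0.12 (SD, n = 5) in AHR-KO and 8.41 ± 0.21 (SD, n = 5) in WT, a 1.15-fold difference within the spread between mice (exact permutation test, two-sided p = 0.103). The paper also reports altered Birc6 by qPCR, in LT-HSCs of AHR Vav1 mice at both ages rather than in AHR-KO mice. The adjusted p from limma over all genes was 0.998 for each of these 5 genes. With a pseudocount of 64, the log2 fold change of Runx1t1 was -0.39 and no longer reached 1.5-fold, nor did it within the 6 arrays (-0.54), chosen after seeing the data.

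**Figure D3:**
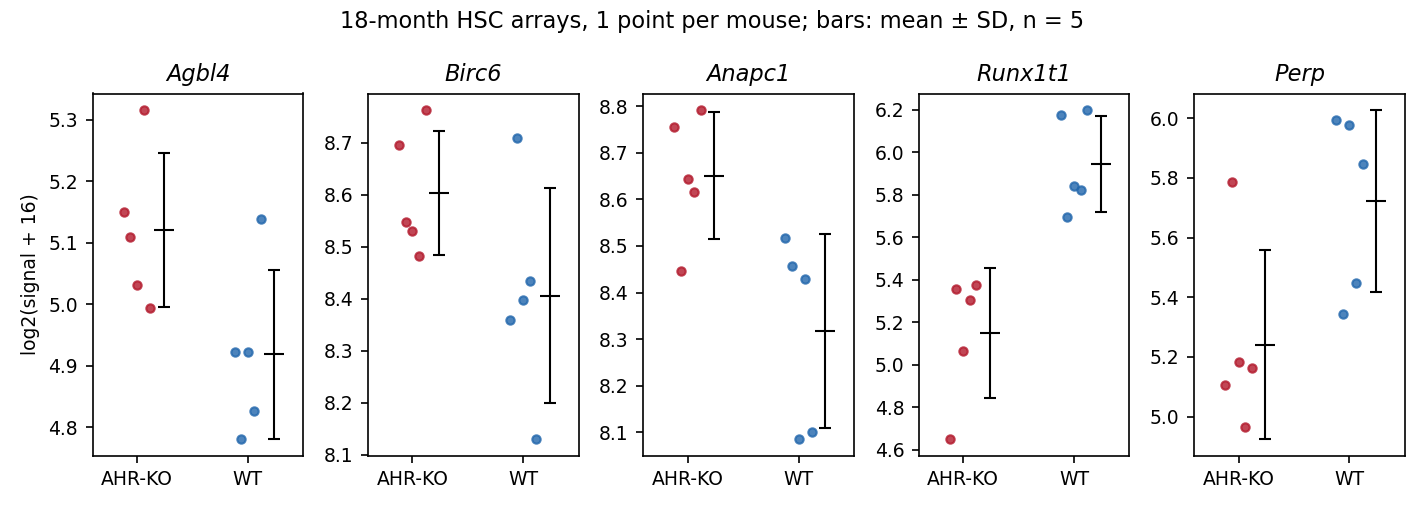
Log2(signal + 16) values of Agbl4, Birc6, Anapc1, Runx1t1 and Perp (vertical axes, each with its own range that does not start at 0) in AHR-KO and WT arrays (horizontal axis), 1 point per mouse, with mean ± SD in black (n = 5). The 5 AHR-KO points lie below the 5 WT points in Runx1t1, and the groups overlap in the other genes.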

When these mice age they have several common genes up-regulated (*agbl4*, *birc6*, *anapc1*) and down-regulated (*runx1t1*, *perp*); these play a role in megakaryopoiesis, apoptosis, cell cycle and aging related changes, apoptosis and leukemia [45, 50, 51].

Notably, *Vav-1*, and, in this model, *Cre*-recombinase, are expressed in hematopoietic cells at about mouse gestational day 11 [21, 26]. As such, it is possible that despite the multiple gene changes in HSCs from AHR^Vav1^ mice, some compensatory gene and functional changes occurring (in HSCs and/or BM niche cells) during the lifetime of the AHR^Vav1^ animals could contribute to the lack of complete phenocopy compared to AHR-KO mice. It is also possible that some AHR-dependent pre-programmed event taking place prior to gestational day 11 could “lock in” some aspects of HSC regulation. Other studies, such as the examination of an inducible KO model, may address some of these issues.

In conclusion, the data presented here suggest that lack of AHR in HSCs is sufficient to induce alterations in HSC gene expression, but these gene changes do not appear to induce significant alterations in HSC output/function at 2-months of age, other than in the context of serial transplantation, that were observed in AHR-KO mice. These findings indicate the need to examine the role of AHR signaling in non-hematopoietic stromal cells of the BM (or more distant tissues), and how such signaling can ultimately influence the function or activity of HSCs. The enhanced levels of oxidative species in both AHR^Vav1^ and AHR-KO mice are supportive of a role for AHR:Nrf2 crosstalk in maintaining HSC oxidative levels and may represent an important protective mechanism in HSC biology. These data also suggest the need to examine aging of AHR^Vav1^ mice to determine the impact that deficiency in AhR may have on the development of hematological disease.

## Supporting information

S1 Fig Organ weights are not altered in 8 week old AHR^Vav1^ mice compared to AHR^FX^ controls. Organs were collected and wet mass was determined. No significant differences were detected.
(TIF)

S2 Fig 8 week old AHR^Vav1^ mice do not have altered splenic cell counts or subpopulations compared to AHR^FX^ controls. (A) Cell counts for a single spleen of the indicated genotypes. (B) Flow cytometric analysis of splenic cell subpopulations.
(TIF)

S3 Fig 8 week old AHR^Vav1^ HSCs trend towards enhanced spleen colony foming ability. Spleen colony forming assays were performed as described, and colonies counted at 8 and 12 days. Slightly higher but non-significant differences were observed.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

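The data are 10 Affymetrix Mouse Gene 2.0 ST arrays of sorted SLAM+ HSCs from 18-month-old mice, 5 labeled AHR-KO and 5 labeled WT, with 1 array per mouse. The AHR Vav1 and AHR FX arrays of the paper and the arrays of young AHR-KO mice were not analysed here.

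The authors deposited 1 linear intensity per probe set and array. The submitters' processing notes name Affymetrix Expression Console for them. The paper's methods describe IterPLIER signals with background subtraction and quantile normalization for its microarray data and do not say whether the AHR-KO arrays are included. The algorithm and background step behind the present intensities, the version of Expression Console and any filter are not given in the sources used here. The deposited values have the same quantiles in all 10 arrays, so another quantile normalization or an alignment of the medians moves nothing. Quantile normalization forces equal distributions and can hide a change that affects most genes. Arrays give no read depth, and their number limits the precision.

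From these values log2(signal + 16) was computed. Probe sets were named through the platform annotation, in which 23521 of 41345 probe sets had 1 gene symbol, 1814 had several and 16010 had none, and 0 symbols changed when updated through gene IDs with the GRCm38.p6 gene table. No gene was named from a probe set with several symbols, and a gene missing from that annotation was not analysed here. For 1082 genes with more than 1 probe set, the probe set with the highest mean over the 10 arrays was kept, which left 22180 genes with no filter on level. No coordinates are given, because the annotation names no genome build.

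AHR-KO and WT arrays were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the 22180 genes. The paper's methods name a change of 1.5-fold with P under 0.05, Student's test for 2 groups and an adjustment for multiple comparisons that is not named, without saying whether these apply to the AHR-KO arrays, and genes were counted both at an adjusted p under 0.05 and at the study threshold of 1.5-fold with an unadjusted p under 0.05. Single genes were also compared by exact permutation of the 10 arrays, two-sided. The 26 gene lists were tested with camera at a preset correlation of 0.01, adjusted over the lists, and the score of a list in an array is the mean log2 deviation of its genes from their means over the 10 arrays. Lists, tests, alternatives and the rule for named genes were fixed before the data were examined, except where a choice is said to have been made afterwards. Table 3 and the other values of the paper were known at that point.

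The rule names every gene of the paper that has a probe set of its own, and the genes with the largest rise and the largest fall, up to 10 each, past an adjusted p of 0.05 with no overlap of the groups and a level above the median of all genes. As 0 genes passed the adjusted p, the places were filled with genes past the study threshold under the same conditions, which gave 4 higher and 4 lower genes. It also names up to 4 members of each list past the study threshold. Table 3 names were matched regardless of case or through synonyms, so that 1700030F18Rik is Fam186a and 2610305D13Rik is Zfp979, and 9 names were left unmatched because they had no probe set of their own in the annotation used here or named several genes.

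The fit was tested on simulated data with the real means and spreads of the 22180 genes. With 200 changed genes and 5 arrays per group, 97 of 100 genes changed by a log2 value of 2 and 72 of 100 changed by 1 passed the adjusted p, with 11 false calls, and 247 unchanged genes passed the study threshold. A list shifted by design was called and 0 of 25 unshifted lists were. The simulated values varied independently between genes, and the lists held genes drawn at random. In the real arrays the estimated correlation was 0.49 for HSC identity and 0.68 for neutrophil markers. So the simulation does not show how often camera calls unchanged lists of correlated genes, and its counts of genes hold for independent genes only.

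The alternatives were other pseudocounts, normalization again, a filter on level, all probe sets, the mean of a gene's probe sets, the replicate number as a block, Student's test on the same values, another variance model, array weights, the fold from linear means, each array left out, and for lists an estimated correlation, the rotation test fry and a filter on level.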

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

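Chosen only after the results were seen were both tests of the HSC identity list, the block of array sets, the cell cycle list without Table 3 genes and every value of the unnamed probe set.

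The number of genes past the study threshold, 116, can be had from arrays grouped at random. Of 100 splits of the 10 arrays into 5 and 5, the real one included, 56 gave a count as large, the highest of the others being 1134, and for gene lists 44 of 100 splits called 5 or more, the highest 13, so chance cannot be excluded for either count. For genes past an adjusted p of 0.05 the real count is 0, which all 100 splits reach whatever the data, so that comparison says nothing about chance, and the highest of the others was 20. Counts several times the real one point to a structure of the arrays, and each of the 5 splits with the highest counts put 5 of the 6 arrays on one side of the first principal component into one group. With that array set as a block, the count was 164. Of the 60 splits that keep the makeup of both sets, 9 gave a count as large, the highest being 243. The real split put 3 of the 6 arrays into each group. Less even splits mix this structure into both counts, so 56 and 44 of 100 do not compare like groupings alone. Most splits as even as the real one called fewer than 5 lists, though 1 of them called 8. Splits with the array sets as a block were not run for the gene lists.

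For Table 3, other splits cannot decide about chance. The real count of up-regulated genes past the study threshold is 0, which all 100 splits reach whatever the data, and the highest of the others was 1. For the down-regulated genes, where the real count is 2, 3 of 100 splits gave 2 or more, the highest of the others 3, but the study chose the list on these arrays with these labels, which favours the real split.

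The HSC identity list was lower in AHR-KO (adjusted p = 0.000713 from camera, and 0.609 with an estimated correlation), in data the paper reports only through Table 3. Its score differed by -0.22, which arrays grouped at random equal with an exact permutation p = 0.3095, so chance is not excluded. The list did not pass without AHR-KO replicate 5 (adjusted p = 0.194) or WT replicate 5 (0.216), with a range of 2.06e-06 to 0.911 over the alternatives. A lower share of HSC RNA against RNA of other cell types is a second candidate explanation. The depletion of lineage-positive cells and the SLAM+ sort are meant to remove such cells. Even so, the mast cell and basophil markers Prss34 and Mcpt8 lay at the 98th and 96th percentile of level among the genes tested. A rule set after the results were seen expected all 8 lists of other cell types to be higher in AHR-KO. Of these, 5 were higher and 3 were lower. RNA of a single other type could rise alone, so this count cannot decide. Without AHR-KO replicate 1 the neutrophil (adjusted p = 0.0012), monocyte (0.0109) and T- and NK-cell (0.00445) lists passed camera as higher at the preset correlation. The erythroid score and the mast cell and basophil score moved apart by 0.68, with an exact permutation p = 0.2778. The arrays are too few to decide, and a parting of these scores would not exclude RNA of a single other type. Along the first principal component, arrays with higher HSC identity scores had lower monocyte, macrophage and dendritic cell scores, in AHR-KO and WT alike. The set of 6 arrays held 3 AHR-KO and 3 WT arrays. Whether this structure reflects the share of HSC RNA was not tested. Among the most abundant genes of these lists, Prss34 was at 9.84 in AHR-KO and 10.59 in WT, and Tfrc at 8.30 and 7.79. An effect of AHR on HSCs, which the design names, also stays open and was not tested apart from these.

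Further lists passed camera's preset correlation in the same way, namely cell cycle (adjusted p = 0.000713), mast cell and basophil markers (adjusted p = 0.025), DNA repair (adjusted p = 0.0265) and erythroid markers (adjusted p = 0.0265). With an estimated correlation the adjusted p was 0.609 for the first 3 and 0.610 for erythroid markers, and with the rotation test fry 0.726 for each. Their scores had exact permutation p values of 0.159, 0.143, 0.0794 and 0.389, and 0.867 for each after adjustment over the 26 lists. With 1 array left out, the highest adjusted p was 0.0502 for the cell cycle (without AHR-KO replicate 5), 0.170 for mast cell and basophil markers (without AHR-KO replicate 1), and 0.292 for DNA repair and 0.358 for erythroid markers (both without WT replicate 5). Without Gins1 and Anapc1, the 2 members that Table 3 holds, the cell cycle list had an unadjusted p = 0.00054 with the preset correlation and 0.201 with an estimated one.

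Probe set 17549062, which the annotation used here does not name, was the 1 probe set of 41345 past an adjusted p of 0.05 when all probe sets were tested (adjusted p = 0.0413 from limma). It was singled out after its values were seen. Its log2 value was 6.99 ± 0.53 (SD, n = 5) in AHR-KO and 4.64 ± 0.30 (SD, n = 5) in WT, and every AHR-KO signal, from 61.2 to 198, lay above every WT signal, from 4.12 to 18.4. The log2 fold change was 2.35 (standard error 0.24). The log2 fold change was 3.58 with a pseudocount of 1 (adjusted p = 0.0337) and 1.27 with a pseudocount of 64 (adjusted p = 0.42), and the adjusted p was 0.0742 with the replicate number as a block and 0.0744 with the array sets as a block. It was above 0.05 in 8 of the 10 fits that each left out 1 array, with a range of 0.0058 without AHR-KO replicate 2 to 0.257 without WT replicate 3, and the log2 fold change in those fits was 2.17 to 2.53.

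Single arrays lay far from the others of their group in 6 of 130 groups of 5 arrays examined, and chance alone gives about 5%. Perp was 5.79 in AHR-KO replicate 2 against 4.96 to 5.18 in the other AHR-KO arrays. Col1a2 was 6.60 in AHR-KO replicate 3 against 7.06 to 7.20. Trib2 was 7.81 in WT replicate 1 against 5.92 to 6.39 in the other WT arrays. Epor, the erythropoietin receptor gene, was 7.33 in AHR-KO replicate 1 against 5.67 to 6.00, and its log2 fold change passed the study threshold without WT replicate 1 (0.71). The Table 3 gene 1700100L14Rik was 4.19 in AHR-KO replicate 4 against 4.75 to 4.94 in the other AHR-KO arrays, and Magel2, also in Table 3, was 4.83 in WT replicate 2 against 5.16 to 5.30 in the other WT arrays.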

How the results depend on the processing

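The block of array sets, the fits within the 6 and the 4 arrays, and the t-tests on linear signals or with a pseudocount of 1 were chosen after seeing the data. No gene passed an adjusted p of 0.05 under any setting except with all probe sets, where 1 probe set did. The number past the study threshold, 116, was 574 with a pseudocount of 1, 16 with 64, 71 among probe sets above the median level, 282 with all probe sets, 75 with the methods' t-test, 429 with the fold of linear means, 331 in the 6 arrays, 845 in the 4 arrays, 368 with the t-test on linear signals and 379 with the t-test with a pseudocount of 1, and 99 (without WT replicate 5) to 230 (without AHR-KO replicate 2) with 1 array left out. Table 3 genes past the study threshold, 0 up-regulated and 2 down-regulated, were 3 and 8 with a pseudocount of 1, 5 and 5 with the fold of linear means, 2 and 1 in the 4 arrays, 5 and 7 with the t-test on linear signals, and 2 and 5 with the t-test with a pseudocount of 1. With a pseudocount of 64, above the median level and in the 6 arrays, they were 0 and 1. With 1 array left out, the up-regulated count was 0 to 2 and the down-regulated count was 2 to 3. The number of gene lists, 5, was 0 with an estimated correlation, with or without the block of array sets, 0 with either rotation test, 0 in the 4 arrays and 1 to 7 with 1 array left out. Another quantile normalization and aligned medians moved nothing and say nothing about stability. Fewer arrays in a fit and another scale are part of these alternatives; beyond that, the cause was not tested.

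Ahr, at 0.23, was -0.031 (without WT replicate 5) to 0.49 (without WT replicate 1) with 1 array left out, -0.092 in the 4 arrays and 0.444 in the 6 arrays, where its unadjusted p was 0.0437. Zfp932, at -0.02, was -0.16 to 0.10 with 1 array left out and 0.25 in the 4 arrays. Cenpx, at -0.04, was -0.11 to 0.02 with 1 array left out and 0.08 in the 4 arrays. Angpt1 was 0.081 and Pdp1 0.056 in the 4 arrays, against -0.16 and -0.11 in all arrays. Zfp979, at 0.004, was -0.091 to 0.092 with 1 array left out, -0.178 in the 6 arrays, -0.078 with array weights, -0.007 with the fold of linear means and with the t-test on linear signals, and 0 to 3 decimals, on the lower side, with a pseudocount of 64. Vmn2r66, at 0.014, was -0.057 to 0.053 with 1 array left out, -0.116 in the 6 arrays and -0.038 with array weights. Speer4a, at -0.011, was -0.065 to 0.067 with 1 array left out, 0.046 with array weights and 0.023 with a pseudocount of 1 in limma or the t-test. None of these 8 genes passed the study threshold in these fits. Ahr apart, single genes were followed through the alternatives, among them the 32 matched Table 3 genes but not every gene the paper names. Their values turned sign in 31 cases, all in genes named above. They kept direction and side of the threshold in 1534, no longer passed it in 80 and newly passed it in 62. Genes outside this tally turned too, such as Fut11 (-0.195 in all arrays and 0.335 in the 4 arrays) and Jun (-0.174 and 0.215). Arrays give no depth, and the dim end limits them: 10266 genes, 46.3% of those tested, lay at or below 5.53, the 95th percentile of the receptor and hair-protein families.

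The replicate numbers showed no steady pairing of the arrays. Arrays of the same number had correlations of 0.35, -0.20, 0.15, 0.21 and -0.12 in their deviations from the group means. Only AHR-KO replicate 1 correlated best with the WT array of its own number. These few correlations cannot exclude a shared batch, which the labels do not give. With the replicate number as a block, 152 genes passed the study threshold. The counts of Table 3 genes past that threshold and of gene lists did not move. Table 3 genes in the listed direction at an unadjusted p under 0.05 in limma went from 11 to 8 up-regulated and from 7 to 6 down-regulated.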

Differences from the paper's values

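The paper's text states no fold change or p-value for single genes in the 18-month-old AHR-KO arrays, so the comparison is with the directions in Table 3. Of 32 measured genes, 29 had the direction the paper gives, but the study chose Table 3 on these arrays, so this is not independent evidence. The other 3 were near 0. The paper lists Zfp932 as up-regulated and it was at a log2 fold change of -0.02 (standard error 0.20), and it lists 2610305D13Rik, now Zfp979, and Vmn2r66 as down-regulated and they were at 0.004 (standard error 0.17) and 0.014 (standard error 0.12). Their signs turned to the side the paper gives in other fits, Zfp932 without AHR-KO replicate 1 or 3 or WT replicate 1, 3 or 4, Zfp979 without AHR-KO replicate 1 or 2 or WT replicate 1, 3 or 4, with array weights, with a pseudocount of 64 or with the fold of linear means, and Vmn2r66 without AHR-KO replicate 2 or WT replicate 1 or 5 or with array weights. Speer4a, listed as down-regulated and at -0.011, turned to the other side without AHR-KO replicate 5 (0.002) or WT replicate 4 (0.067) or 5 (0.055), with array weights (0.046) or with a pseudocount of 1 (0.023). Of the 17 down-regulated genes, 14 had the direction the paper gives without AHR-KO replicate 5 or with a pseudocount of 1 and 17 without AHR-KO replicate 2 or WT replicate 1, and of the 15 up-regulated genes 14 or 15 had it in each fit that left out 1 array. Of the fits chosen after seeing the values, the 6 arrays turned Zfp979 (-0.178) and Vmn2r66 (-0.116), the other 4 arrays turned Zfp932 (0.251), the t-test on linear signals turned Zfp979 (-0.007), and the t-test with a pseudocount of 1 turned Speer4a (0.023) away from it. All 3 stand in Table 3 with the words includes others, and only the named gene was matched.

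The paper names 1.5-fold as its limit, and 2 of the 32 genes, Ap4s1 and Runx1t1, passed the study threshold on the log2(signal + 16) scale. Alternatives set before the data were examined called more. With a pseudocount of 1, 1700003H04Rik, 1700100L14Rik, A630023A22Rik, Foxb1, Mir3087, Olfr887, Perp, Tmem159 and Zscan4b also passed. Of these, Mir3087 and Zscan4b lay far below the array median signal of 24.65, where a signal may be background, and Tmem159 lay above it. With the fold of linear means, 1700100L14Rik, A630023A22Rik, Foxb1, Olfr887, Perp, Sf3b4, Tmem159 and Trhr2 also passed. Perp passed without AHR-KO replicate 2, Mrps31 without WT replicate 1, and Sf3b4 without AHR-KO replicate 3 or 4 or WT replicate 1, 3 or 4. With a pseudocount of 64 or above the median level, only Ap4s1 passed. The other alternatives called Ap4s1 and Runx1t1 alone. Of those chosen after seeing the values, the t-test on linear signals called every gene that the fold of linear means called and also 1700003H04Rik and Mir3087, and the t-test with a pseudocount of 1 called 1700003H04Rik, A630023A22Rik, Olfr887, Perp and Tmem159, and neither dropped Ap4s1 or Runx1t1. The 4 arrays, also chosen after seeing the values, called Mrps31, Sf3b4 and Runx1t1 and dropped 1 gene, Ap4s1, and the 6 arrays called Ap4s1 and dropped 1, Runx1t1. Agbl4, Birc6 and Anapc1, which the paper names as up-regulated, were higher in AHR-KO but passed the study threshold in no setting run. The paper's qPCR of Birc6 concerns AHR Vav1 mice, which these arrays do not cover.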

Other observations

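Among genes known to be higher in aged HSCs, 15 of 23 measured were lower in the AHR-KO arrays, and Rorb, a nuclear receptor gene, at a log2 fold change of -0.76 (standard error 0.29), and Sbspon, at -0.73 (standard error 0.28), passed the study threshold. The list had an adjusted p = 0.0971 from camera and an adjusted p = 0.790 with an estimated correlation, with a range of 0.001 to 0.952 over the alternatives. It passed as lower without AHR-KO replicate 1 (adjusted p = 0.0332), AHR-KO replicate 2 (0.001), WT replicate 3 (0.00499) or WT replicate 4 (0.0084) and with the block of array sets (0.00766), which was chosen after seeing the data, and its direction turned without WT replicate 5 (0.952). Rorb lost its call without AHR-KO replicate 3 (-0.63) or 4 (-0.65) or WT replicate 5 (-0.57), and Sbspon without AHR-KO replicate 3 (-0.68) or 5 (-0.67) or WT replicate 1 (-0.63) or 5 (-0.49). HSC quiescence genes were lower in 13 of 18, with Cdkn1a the 1 member past the study threshold, on the higher side, and 1 gene passed when adjusted over the list alone (list adjusted p = 0.454, and adjusted p = 0.777 with an estimated correlation). Cdkn1a is also in the list of p53, apoptosis and its inhibitors, where 11 genes were higher and 12 lower (adjusted p = 0.36). Among stromal and endothelial markers, 10 of 19 were higher, with the VEGF receptor gene Kdr past the study threshold at 0.70 (standard error 0.31) and Col1a2 past it on the lower side (list adjusted p = 0.973). Kdr lost its call without AHR-KO replicate 1 (0.73), 3 (0.65) or 5 (0.55) or WT replicate 1 (0.58), 3 (0.55) or 5 (0.59). Rorb, Sbspon and Kdr did not pass with the methods' t-test, with a pseudocount of 64 or, chosen after seeing the data, with the t-test on linear signals. Kdr also lost its call with all probe sets or the replicate number as a block and, chosen after seeing the data, with the t-test with a pseudocount of 1. Within the 6 arrays Sbspon (-0.40) and Kdr (0.58) did not pass, and within the other 4 Rorb (-0.67) did not.

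Known AHR target genes were lower in 7 of 11, none past the study threshold (adjusted p = 0.302), and AHR pathway partners were higher in 5 of 6 (adjusted p = 0.283). With all 10 arrays, none of the remaining lists passed camera. The adjusted p was 0.131 for T- and NK-cell markers (12 of 16 higher), 0.251 for niche and migration genes (14 of 21 lower), 0.283 for NF-kB and inflammation (13 of 20 lower), 0.283 for glycolysis (11 of 16 lower), 0.294 for the receptor and hair-protein families (859 of 1541 lower), 0.36 for antioxidant defence (19 of 28 lower), 0.464 for B-cell markers (11 of 16 higher), 0.753 for megakaryocyte and platelet markers (8 of 14 lower), 0.864 for monocyte, macrophage and dendritic cell markers (11 of 20 lower), 0.920 for ribosomal proteins (42 of 68 lower), 0.936 for immediate early genes (11 of 21 lower), 0.936 for interferon response genes (9 of 17 lower) and 0.956 for oxidative phosphorylation (18 of 33 higher). Some of these passed in other fits at the preset correlation. With an estimated correlation and all 10 arrays, the adjusted p from camera was 0.610 for T- and NK-cell markers and 0.980 for monocyte, macrophage and dendritic cell markers. Without AHR-KO replicate 1, T- and NK-cell markers (adjusted p = 0.00445) and monocyte, macrophage and dendritic cell markers (0.0109) passed as higher in AHR-KO, and T- and NK-cell markers also passed without WT replicate 3 (0.0334), with a range over the alternatives of 0.00445 to 0.962 for the first list and 0.0109 to 0.987 for the second. The second was on the lower side without AHR-KO replicate 3, 4 or 5 or WT replicate 1 or 5 and in the 4 arrays. Monocyte, macrophage and dendritic cell markers (0.0236) and HSC quiescence genes, on the lower side (0.0179, with a range of 0.0179 to 0.934), passed within the 6 arrays, a choice made after seeing the data. The median, mean and test differ in sign for p53 and apoptosis (median -0.02, mean 0.05, test up), monocyte, macrophage and dendritic cell markers (-0.01, 0.01, up), stromal and endothelial markers (0.03, -0.09, up) and oxidative phosphorylation (0.008, 0.001, down).

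DNA of another strain kept around the targeted Ahr locus was set, before the data were examined, as a hypothesis for changes of its neighbours on chromosome 12. Of 27 measured neighbours, 0 passed the study threshold in limma, where 0.141 are expected, and 0 had an unadjusted p under 0.05, where 1 is expected (Fisher's exact test, one-sided p = 1). With so few expected, the test cannot decide. The list had an adjusted p = 0.956 from camera.

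Genes of Table 2, which the paper reports for AHR-KO mice at 2 months, were measured here at 18 months. Of 9 measured genes that Table 2 gives as higher at 2 months, 2 were higher and 7 lower, and of 9 given as lower, 3 were higher and 6 lower. Both tallies depend on the arrays and on values near 0. Olfr1058, counted as higher, was at 0 to 3 decimals. Fut11 was at -0.548 within the 6 arrays and 0.335 within the other 4, chosen after seeing the data, while Cnpy3 was lower in both. Of the genes given as lower, Slc7a11 (-0.023) and Cited4 (-0.032) were near 0 in all arrays. Slc7a11 was at 0.215 within the 6 arrays and -0.379 within the other 4, and Vat1l at 0.075 and -0.446. Olfr1057 was lower and Coro1c higher in both sets. Cnpy3 had a log2 fold change of -0.43 (standard error 0.17, exact permutation test, two-sided p = 0.0556) and Pdp1 had -0.11 (standard error 0.19, exact permutation p = 0.611). Stra13 is a former name of more than 1 gene, and of these Cenpx had -0.04 (standard error 0.12, exact permutation p = 0.69) and Bhlhe40 had -0.10 (standard error 0.14, exact permutation p = 0.5). Angpt1, which the paper names for HSCs of AHR-KO mice without an age, had -0.16 (standard error 0.14, exact permutation p = 0.286). The adjusted p from limma was 0.998 for Cnpy3.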
